# Integrated biology approach reveals molecular and pathological interactions among Alzheimer’s Aβ42, Tau, TREM2, and TYROBP in *Drosophila* models

**DOI:** 10.1186/s13073-018-0530-9

**Published:** 2018-03-29

**Authors:** Michiko Sekiya, Minghui Wang, Naoki Fujisaki, Yasufumi Sakakibara, Xiuming Quan, Michelle E. Ehrlich, Philip L. De Jager, David A. Bennett, Eric E. Schadt, Sam Gandy, Kanae Ando, Bin Zhang, Koichi M. Iijima

**Keywords:** Alzheimer’s disease, Amyloid-β (Aβ) peptides, Microtubule-associated protein tau, *TYROBP* (tyrosine kinase binding protein), *TREM2* (triggering receptor expressed on myeloid cells 2), Differential expression, Gene co-expression network, Gene module, Synaptophagy, Immune function, Neurodegeneration

## Abstract

**Background:**

Cerebral amyloidosis, neuroinflammation, and tauopathy are key features of Alzheimer’s disease (AD), but interactions among these features remain poorly understood. Our previous multiscale molecular network models of AD revealed *TYROBP* as a key driver of an immune- and microglia-specific network that was robustly associated with AD pathophysiology. Recent genetic studies of AD further identified pathogenic mutations in both *TREM2* and *TYROBP*.

**Methods:**

In this study, we systematically examined molecular and pathological interactions among Aβ, tau, TREM2, and TYROBP by integrating signatures from transgenic *Drosophila* models of AD and transcriptome-wide gene co-expression networks from two human AD cohorts.

**Results:**

Glial expression of TREM2/TYROBP exacerbated tau-mediated neurodegeneration and synergistically affected pathways underlying late-onset AD pathology, while neuronal Aβ42 and glial TREM2/TYROBP synergistically altered expression of the genes in synaptic function and immune modules in AD.

**Conclusions:**

The comprehensive pathological and molecular data generated through this study strongly validate the causal role of *TREM2/TYROBP* in driving molecular networks in AD and AD-related phenotypes in flies.

**Electronic supplementary material:**

The online version of this article (10.1186/s13073-018-0530-9) contains supplementary material, which is available to authorized users.

## Background

Alzheimer’s disease (AD) is the leading cause of neurodegeneration and dementia. At the level of neuropathology, AD is characterized by aggregation and accumulation of two proteins, β-amyloid peptides (Aβ) and the microtubule-associated protein tau [1]. It is accompanied by the activation of multiple neuroinflammatory pathways [2]. Lines of evidence from laboratories and clinics worldwide support the concept that accumulation of Aβ peptides can be an initiating factor and can lie upstream of tau to drive synaptic dysfunction, neuron death and cognitive impairment [3–7].

A new model was developed to account for the fact that up to one-third of patients with clinically diagnosed AD have no evidence of amyloidosis on brain amyloid imaging [8]. Alternatively, some older individuals with neuropathological AD were asymptomatic during their lifetime [9]. These clinicopathological studies indicate that disease progression is a complex process resulting from the interplay of a number of genetic and environmental factors, some of which modulate accumulation of neuropathology while others modulate synaptic and neuronal resilience [10]. System-level analyses of large datasets from patients have emerged as powerful tools for understanding complex diseases such as AD. Gene expression datasets, along with genomic and clinical information from multiple studies, continue to accumulate and data interpretation is becoming a difficult challenge in these “omics” approaches.

Gene regulatory network analysis is a powerful tool in identifying gene modules pathologically related to human complex diseases including AD [11, 12]. We employed an integrative multiscale network analysis approach to identify key molecular interactions of cellular pathways and causal regulators underlying pathological changes in AD. This approach identified *TYROBP* (tyrosine kinase binding protein, also known as *DAP12*), the intracellular adaptor of *TREM2* (triggering receptor expressed on myeloid cells 2), as a key driver of immune- and microglia-specific networks that are associated with LOAD pathology [11, 13]. Genome-wide association studies (GWAS) revealed that *TREM2*, a *TYROBP*-binding protein, is a risk gene for late-onset sporadic AD [14–16]. More recently, *TYROBP*-coding sequence genetic variants were found to contribute to an increased risk of early-onset AD [17]. Moreover, TREM2/TYROBP signaling is upregulated by plaque-associated myeloid cells in AD brains and in APP transgenic mice [18–20]. An ectodomain of TREM2 is cleaved and released into the extracellular space as a soluble form (sTREM2) and sTREM2 levels in CSF are elevated in the early symptomatic phase of AD [21–23]. Interestingly, this cleavage of TREM2 is reduced by pathogenic mutations for AD [24, 25]. These reports underscore the role of *TREM2/TYROBP* in AD pathogenesis.

*TREM2* encodes a receptor expressed exclusively in the immune cells in the brain [26, 27]. Studies with *TREM2*-deficient AD model mice suggest that TREM2 may influence phagocytosis of Aβ-lipid complexes as well as microglial survival [28] and metabolic fitness [29]. Microglia forms a barrier to restrict Aβ plaque growth and diffusion of soluble Aβ oligomers [30], thereby ameliorating tau pathology in AD mouse models [31–33]. *TREM2* deficiency or the AD-associated R47H mutation in *TREM2* significantly reduced accumulation of microglia around Aβ plaques [28, 34]. A recent study also shows that some effects of *TREM2* on Aβ pathology may be disease-stage-dependent [33].

By contrast, activation of microglia can play not only beneficial but also detrimental roles in plaque-related neuropathology. Microglia in adult brains engulf spines and other synaptic processes; exposure to Aβ may inappropriately activate this process to mediate synapse loss [35]. This “synaptophagy” involves complement and CR3, which, like TREM2, can provide an ectodomain protein that interacts with TYROBP [36]. Intriguingly, *TYROBP* deficiency in APPswe/PS1dE9 mice reduces plaque-associated microglia with improved electrophysiological and learning behavior effects [37]. In addition, TREM2 overexpression failed to improve neuropathology and cognitive impairment in aged APPswe/PS1dE9 mice [38]. More recent studies demonstrate that TREM2 pathway promotes the transition from homeostatic to disease-associated microglia in brains of AD model mice [39, 40].

These reports are consistent with a model wherein TREM2/TYROBP signaling is activated as a protective response against Aβ pathology; however, sustained TREM2/TYROBP activation may ultimately aggravate inflammatory and synapse-related pathologies, thereby driving AD progression. Thus, elucidation of the molecular basis for various interrelationships involving Aβ, TREM2/TYROBP, and tau may fill some gaps in our understanding of AD pathogenesis.

In this study, we aimed to decipher molecular interactions among Aβ, TREM2/TYROBP, and tau by integrating gene expression signatures associated with TREM2/TYROBP from AD *Drosophila* models and transcriptome-wide gene co-expression networks from two human AD cohorts including Harvard Brain Tissue Resource Center (HBTRC) [11], and the Religious Orders Study and the Rush Memory and Aging Project (ROSMAP) [41, 42]. The impact of an AD-associated TREM2 R47H variant on these molecular interactions was also analyzed. Our data demonstrate that co-expression of neuronal Aβ42 with glial TREM2^R47H^/TYROBP led to synergistic downregulation of genes associated with synaptic function modules in fly brains. Moreover, glial expression of both TREM2^WT^/TYROBP and TREM2^R47H^/TYROBP exacerbated tau toxicity and synergistically affected the pathways implicated in AD-related neurodegeneration. Thus, gene regulatory networks highlighted by this unbiased, cross species analysis appeared to recapitulate some key features of AD progression and support a key driver role for *TREM2/TYROBP* in AD pathogenesis.

## Methods

### Drosophila genetics

Flies were maintained in standard cornmeal media at 25 °C. Complementary DNA (cDNA) encoding the full length of *TREM2* (NM_018965, RC221132) and *TYROBP* (NM_198125, RC203771) with Myc-DDK tag were obtained from OriGene Technologies, Inc. These constructs were subcloned into a pJFRC19-13XLexAop2 vector (Addgene #26224). *TREM2R47H* mutation was introduced by using site-directed mutagenesis kit (Takara Bio Inc.). Transgenic flies were generated by PhiC31 integrase-mediated transgenesis systems (Best Gene Inc.). Transgenic fly lines carrying UAS-Aβ42 and UAS-tau were previously described [43–45]. Repo-LexA (#67096), Elav-GAL4 (#458), GMR-GAL4 (#1104), UAS-para RNAi (#31626), and UAS-mcherry RNAi (#35785) were obtained from the Bloomington Stock Center. For RNA sequencing (RNA-seq), around seven-day-old male flies were used. All experiments were performed using age-matched male flies.

#### Western blotting

Fly heads for each genotype were homogenized in appropriate buffer and subjected to western blotting or co-immunoprecipitation. Details for western blotting and sequential extractions of Aβ42 were performed as previously described [44]. Anti-FLAG (Sigma-Aldrich), anti-TREM2 (Cell signaling), anti-tau (Millipore), anti-non phospho tau (Merck Millipore), anti-pThr231 tau (Thermo Fisher Scientific), anti-pSer262 tau (Abcam), and anti-tubulin (Sigma-Aldrich) for western blotting were purchased.

#### Histological analysis

Heads of male or female flies were fixed in 4% paraformaldehyde for 24 h at 4 °C and embedded in paraffin. Serial sections (6-μm thickness) through the entire heads were prepared, stained with hematoxylin and eosin (Sigma-Aldrich), and examined by bright-field microscopy. Images of the sections were captured with AxioCam 105 color (Carl Zeiss); the vacuole area was measured using Image J (NIH).

#### Climbing assay

Approximately 25 flies were placed in an empty plastic vial. The vial was then gently tapped to knock all of the flies to the bottom. The numbers of flies in the top, middle, or bottom thirds of the vial were scored after 10 s. The percentages of flies that stayed at the bottom were subjected to statistical analyses. Experiments were repeated more than three times and a representative result was shown.

#### Courtship-conditioning assay

Courtship-conditioning assay was performed using the method by Ishimoto *et al*. [46, 47]. Unreceptive, mated-females were prepared as “trainers” one day before the conditioning. For training, a three- to five-day-old virgin male was placed with a trainer female in the courtship chamber (15 mm in diameter × 5 mm in depth) for 1 h. Trained males and non-trained naïve males were tested with freeze-killed virgin females as a courtship target in the courtship chamber 1 h after training. The courtship index (CI) was defined as the proportion of time spent in courtship behavior during 10 min observation period. We used more than 60 flies for each genotype. CIs for conditioned males and naïve controls were analyzed by Mann–Whitney *U* test. To compare the memory performances of each genotype, experimental data are presented as the performance index (PI), which was calculated using the following formula. PI = 100 × (CI ^average for naïve^ – CI ^conditioned^)/CI ^average for naïve^, after CIs were subjected to arcsine square root transformation to approximate normal distributions.

#### Reverse transcription polymerase chain reaction (RT-PCR) and quantitative reverse transcription polymerase chain reaction (qRT-PCR)

RNA extraction was described below (RNA-seq and analyses). Total RNA was reverse-transcribed using PrimeScript RT-PCR kit (TaKaRa Bio) and the resulting cDNA was used as a template for PCR (Veriti, Applied Biosystems). PCR products were analyzed by 1% agarose gel.

qRT-PCR was performed using PowerSYBR (Thermo Fisher Scientific) on a CFX96 real-time PCR detection system (Bio-Rad Laboratories). The average threshold cycle value (CT) was calculated from at least three replicates per sample. Expression of genes of interest was standardized relative to GAPDH1. Relative expression values were determined by the ΔΔCT method. Primers were designed using Primer-Blast (NIH) or FlyPrimerBank [48] as described in Additional file 1: Table S11.

#### RNA sequencing and analyses

More than 100 flies for each genotype were collected and frozen. Heads were mechanically isolated and total RNA was extracted using TRIzol Reagent (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s protocol with an additional centrifugation step (16,000 × g for 10 min) to remove cuticle membranes before the addition of chloroform. Total RNA was purified using phenol-chloroform reagents after treatment with DNAaseI.

Preparation of samples for RNA-seq analysis was performed using the TruSeq RNA Sample Preparation Kit v2 (Illumina). Briefly, ribosomal RNA was depleted from total RNA using the Ribo-Zero rRNA Removal Kit (Human/Mouse/Rat) (Illumina) to enrich for coding RNA and long non-coding RNA. The cDNA was synthesized using random hexamers, end-repaired, and ligated with appropriate adaptors for sequencing. The library then underwent size selection and purification using AMPure XP beads (Beckman Coulter). The appropriate Illumina recommended 6-bp bar-code bases are introduced at one end of the adaptors during PCR amplification step. The size and concentration of the RNA-seq libraries were measured by Bioanalyzer (Agilent) and Qubit fluorometry (Life Technologies, Thermo Fisher Scientific) before loading onto the sequencer. The Ribo-Zero libraries were sequenced on the Illumina HiSeq 2500 System with 100 nucleotide single-end reads, according to the standard manufacturer’s protocol (Illumina).

Single-ended RNA-seq data were generated with the Illumina HiSeq 2500 platform following the Illumina protocol. The raw sequencing reads were aligned to fly genome BDGP6 using star aligner (version 2.5.0b). Following read alignment, featureCounts [49] was used to quantify the gene expression at the gene level based on Ensembl gene model. Genes with at least 5 reads in at least one sample were considered expressed and hence retained for further analysis, otherwise removed. The gene level read counts data were normalized using trimmed mean of M-values normalization (TMM) method [50] to adjust for sequencing library size difference.

Differential gene expression between different genotypes was predicted by linear model analysis using Bioconductor package LIMMA [51]. RNA integrity number (RIN) score was incorporated as a covariate in the linear model to control for sample quality. To adjust for multiple tests, false discovery rate (FDR) of the differential expression test was estimated using the Benjamini–Hochberg (BH) method [52]. Genes with FDR < 0.05 and log2 fold change > 1 or < − 1 were considered significant.

#### Functional enrichment analysis (FEA)

For FEA of differential expression gene signatures, the gene ontology (GO) annotations were obtained from the flyBase database. Then the enrichment analysis was carried out using Fisher’s exact test (FET), assuming the genes in different sets were identically independently sampled from the genome-wide genes profiled. The BH approach was employed to constrain the FDR.

#### ROSMAP AD cohort network analysis

We utilized large-scale RNA-seq data of the ROSMAP AD cohort to build a gene co-expression network to capture the coordinated regulation of gene expression traits in brain samples. This dataset profiled gene expression of postmortem brain samples from two longitudinal studies of aging and AD [41, 42]. In both studies, participants enroll without dementia and agree to annual clinical evaluation and organ donation at death. As a result, most decedents are old, without dementia and few participants reach end stage dementia before death. They differ from the types of cases obtained in tertiary care clinics [53]. In the ROSMAP dataset, there were 1059 samples including 362 AD cases and 697 controls. We downloaded preprocessed RNA-seq FPKM gene expression abundance data, SNP genotype data, and DNA methylation data from Synapse (10.7303/syn3219045). We downloaded preprocessed RNA-seq FPKM gene expression abundance data from Synapse (10.7303/syn3388564). Genes with at least 1 FPKM in at least 10% of the samples were selected and then the data were corrected for confounding factors including batch, PMI, sex, and RIN score. Co-expression network was constructed by using R package WINA [12], which implements a computationally optimized procedure for weighted gene co-expression network analysis (WGCNA) [54]. In WINA analysis, we used power β = 6 with other parameters set by default. Thirty-five modules (i.e. clusters of gene showing highly correlated expression profiles across samples) were identified, which were annotated by the mostly enriched gene ontology/canonical pathway term. The modules were rank sorted in relation to AD pathology by multiple sorting features computed from the ROSMAP data, including module-trait correlations and enrichment for AD-related disease gene signatures including DEGs and trait-correlated genes (TCGs) regarding neuropathological/clinical traits such as Braak staging, cognitive score, CERAD neuropathological category, and NIA-Reagan score.

Bayesian causal network was constructed by integrating genome-wide gene expression, SNP genotype, DNA methylation, and known transcription factor (TF)-target relationships. Briefly, we first computed expression quantitative trait loci (eQTLs) and then employed a formal statistical causal inference test (CIT) [55] to infer the causal probability between gene pairs associated with the same eQTL. With a similar strategy, we also computed causal probability of gene pairs mediated or regulated by a DNA methylation site. The causal relationships inferred were combined with TF-target relationships, and together they were subsequently used as priors for building a causal network through a Monte Carlo Markov Chain (MCMC) simulation-based procedure [56].

#### Statistical analysis for biological assay

All results were expressed as mean ± SEM. Unpaired Student’s *t*-test (Prism7, GraphPad Software Inc.) was used to determine statistical significance as indicated in the figure legends. * indicates *p* < 0.05, ** indicates *p* < 0.01 and *** indicates *p* < 0.001 for biological assays throughout the manuscript.

#### Data availability

RNA-seq raw data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE99012.

## Results

The hypothesis underlying this work was that TREM2/TYROBP plays a causal role in driving molecular networks in AD [11]. To test this hypothesis, we used *Drosophila* to identify molecular interactions between neuronal expression of Aβ42 or tau and glial expression of TREM2/TYROBP.

Figure 1 shows an overview of the design and data analysis in the present paper. Briefly, we developed transgenic fly models expressing or co-expressing human TREM2^WT^/TYROBP or TREM2^R47H^/TYROBP in glial cells, Aβ42 in neurons, or tau in the retina. These transgenic fly models were characterized for several phenotypic changes including Aβ42 accumulation, the status of tau phosphorylation levels, behavioral deficits, and neurodegeneration. Then transcriptome-wide gene expression in control and transgenic fly heads were profiled by RNA-seq to identify differentially expressed gene (DEG) signatures between different genotype groups. The GO and pathway terms enriched in the DEG signatures were identified. Several DEGs were validated by qPCR. Lastly, human orthologs of the fly DEG signatures were projected onto gene networks from human AD datasets to explore the relevance of these gene signatures to AD pathogenesis from a network prospective. Gene regulatory relationship was characterized for a highlighted inflammatory response subnetwork using Bayesian network analysis.

**Fig. 1:**
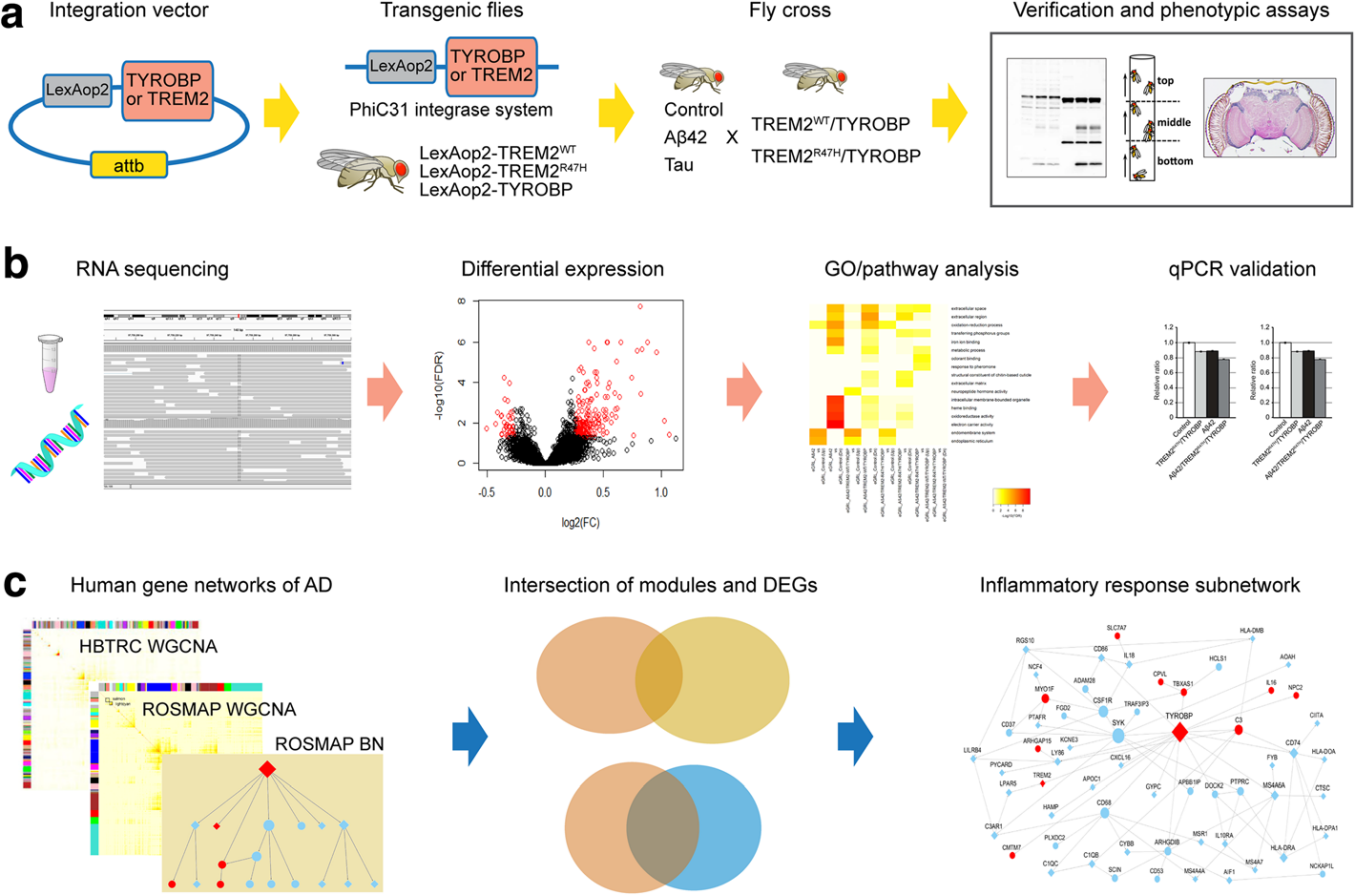
Overview of the present study design and establishment of transgenic flies co-expressing TREM2 with TYROBP. **a** Transgenic flies expressing or co-expressing human TREM2/TYROBP in glial cells, Aβ42 in neurons, or tau in the retina were developed. These fly models were characterized for several phenotypic changes. **b** RNA from control and transgenic fly heads were profiled by RNA-seq, to identify differentially expressed genes (DEGs). The gene ontology (GO) and pathway terms enriched for DEGs were identified, and several DEGs were validated by qPCR. **c** Two WGCNA (Weighted Gene Co-expression Network Analysis) co-expression networks and a Bayesian regulatory network (BN) were collected from gene expression datasets of two human AD cohorts (HBTRC and ROSMAP). Human orthologs of the fly DEGs were projected onto gene co-expression networks of human AD datasets to explore the relevance of these gene signatures to AD pathogenesis from a network prospective

### Establishment of transgenic flies co-expressing TREM2 (TREM2^WT^) or TREM2 with pathogenic R47H variant (TREM2^R47H^) with TYROBP in glial cells

In order to co-express human TREM2 and TYROBP in fly glial cells, we generated transgenic flies carrying wild-type (WT) human TREM2 (TREM2^WT^), TREM2 with AD-related R47H variant (TREM2^R47H^), or TYROBP under the control of a tissue-specific LexA operator [57]. Expression of each transgene was driven by a pan-glial driver Repo-LexA, and their messenger RNA (mRNA) expression was confirmed by RT-PCR analysis (Fig. 2a).

**Fig. 2:**
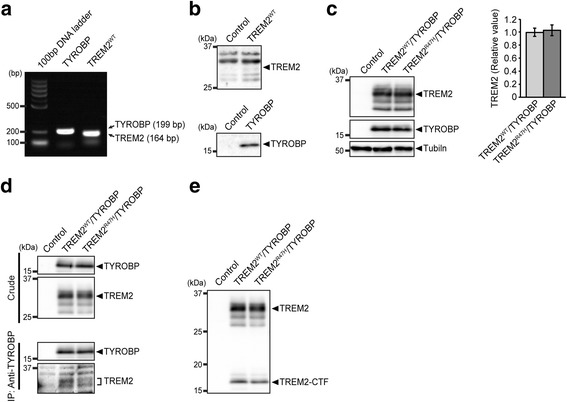
Establishment of transgenic flies co-expressing TREM2^WT^ or TREM2^R47H^ with TYROBP in glial cells. **a** mRNA expression of TREM2 or TYROBP driven by a pan-glial driver Repo-LexA was confirmed by RT-PCR analysis. **b** Western blotting of fly head expressing TREM2^WT^ or TYROBP driven by Repo-LexA. TREM2 and TYROBP were tagged with Myc-DDK (FLAG). Membranes were probed with anti-FLAG antibody. Control; Repo-LexA driver alone. **c** Western blotting of fly head co-expressing TREM2 with TYROBP driven by Repo-LexA. Membranes were probed with anti-TREM2 or anti-TYROBP antibody. Tubulin was used as a loading control. No significant difference. (Student’s *t*-test). **d** TYROBP co-immunoprecipitated with TREM2. Fly head lysates were subjected to immunoprecipitation with anti-TYROBP antibody, followed by western blotting with anti-TYROBP or anti-TREM2 antibody. *Top:* Western blotting of crude lysate. *Bottom:* Immunoprecipitate with anti-TYROBP antibody was subjected to western blotting. **e** Western blotting of fly head lysate co-expressing TREM2 and TYROBP by anti-TREM2 antibody detected a full length of TREM2 as well as the C-terminal fragment of TREM2 (TREM2-CTF). Genotypes of flies are described in Additional file 2: Table S1

We found that, while the expression of TYROBP proteins was readily detectable by western blotting, TREM2 protein levels were undetectable, raising the possibility that ectopically expressed human TREM2 proteins may be unstable in fly glial cells perhaps because a binding partner that is required to stabilize TREM2 protein was absent (Fig. 2b). Indeed, when TREM2 and TYROBP transgenes were combined and co-expressed in fly glial cells, TREM2 proteins became readily detectable (Fig. 2c). A prior report showed that R47H mutation reduced the stability of TREM2 proteins [58]. We compared protein levels of TREM2^WT^ and TREM2^R47H^ in fly brains and found no significant difference between them (Fig. 2c). When TYROBP was immunoprecipitated from the lysate of bigenic fly brains co-expressing TYROBP and TREM2, TREM2 proteins (both TREM2^WT^ and TREM2^R47H^) were also precipitated, indicating that TREM2 and TYROBP proteins interact and stabilize each other in fly glial cells (Fig. 2d).

In mammalian cells, TREM2 is cleaved by α-secretase, which results in production of N- and C-terminal fragments of TREM2 [59]. The N-terminal fragments of TREM2 are secreted (sTREM2) and promote inflammatory responses [60], while C-terminal fragments of TREM2 are further processed by γ-secretase [59]. Western blotting using an anti-TREM2 antibody detected the C-terminal fragment of both TREM2^WT^ and TREM2^R47H^ (Fig. 2e), suggesting that TREM2 is processed and that sTREM2 is produced in fly glial cells in a manner similar to that observed in mammalian cells.

### FEA revealed that significant overlap between molecular pathways affected by neuronal expression of Aβ42 and those affected by glial expression of TREM2^WT^/TYROBP in fly brains

To gain insights into the effects of glial expression of TREM2/TYROBP in the fly brains at the molecular level, we generated RNA-seq data from the brain samples in control flies (control) and flies with co-expression of TREM2^WT^ and TYROBP (TREM2^WT^/TYROBP). 

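Heads of flies about 7 days old gave 3 libraries for each of 6 genotypes with the neuronal driver elav-GAL4: control, TREM2 WT/TYROBP, TREM2 R47H/TYROBP, Aβ42, Aβ42/TREM2 WT/TYROBP and Aβ42/TREM2 R47H/TYROBP. TREM2 and TYROBP were driven in glia by Repo-LexA, and the comparison that carries the conclusions is each genotype against the driver-matched control. The deposited table used here has a value for each of 14279 genes in each library and no read counts. By the paper's Methods, reads were aligned to BDGP6 with STAR, counted per gene with featureCounts, kept for genes with at least 5 reads in at least 1 library, and scaled by TMM. The values are CPM on the log2 scale, which the authors had adjusted for the RNA integrity number (RIN, 6.4 to 7.1 in these libraries). Within genotypes they still changed with RIN, so RIN also entered the model fitted here. That model was limma over all 35 libraries of both driver backgrounds, with 12 genotypes and RIN, which left 22 residual degrees of freedom. Means in the text are log2 values after the fitted RIN slope was taken out, given ± SD over libraries, and their difference is the log2 fold change. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.2. With 3 libraries against 3 an exact permutation test cannot give a p under 0.1, so all calls rest on the variance pooled over libraries. Depth is unknown, because the table holds no counts. In simulated libraries of the same layout 73.5% of genes changed by 1 on the log2 scale were called, and at most 5.77% of calls were false. Genes named below were fixed by a rule set in advance, and of 415 gene-by-comparison calls 55 held under every alternative run for single genes, while 360 were lost under at least 1, 194 of them only where the 2 genotypes compared were modelled alone, with 6 libraries or fewer.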

Differentially expressed genes between control and TREM2/TYROBP flies were identified using two criteria including fold change > 1.2 and a FDR < 0.05 in an analysis using linear models implemented using the R package LIMMA [61]. Expression of TREM2^WT^/TYROBP resulted in upregulation of 239 genes and downregulation of 373 genes (Fig. 3a and Additional file 2: Table S1).

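In TREM2 WT/TYROBP flies 213 genes were upregulated and 360 downregulated against control, with a median absolute log2 fold change of 0.55. Of these 573 DEGs, 58 rose and 79 fell by more than 1 on the log2 scale, and 2777 genes had an unadjusted p under 0.05. In 550 DEGs all libraries of a genotype lay on the same side of all libraries of the other, as is to be expected of genes called for a large difference in these libraries. The largest rise was yellow (y, FBgn0004034, chromosome X of BDGP6 from 356509 to 361245), at 3.74 ± 0.05 in TREM2 WT/TYROBP and -1.29 ± 0.26 in control flies (n = 3 each), a log2 fold change of 5.03 (standard error 0.10, adjusted p = 3.82e-21). Its level was also high in every other genotype with TREM2/TYROBP, at 3.63 to 4.44 in the 24 libraries with the constructs and -1.71 to 1.21 in the 11 without, so a marker gene carried with the constructs may account for it. The largest fall was CG12164 (FBgn0033158, 2R from 7311395 to 7313495), at -0.24 ± 0.26 against 4.49 ± 0.21, a change of -4.72 (standard error 0.31, adjusted p = 3.4e-10). The count moved most when only these 6 libraries were modelled, which left 2 DEGs, while the threshold of the paper's Methods (log2 fold change above 1) left 137. Quantile normalization gave 266 upregulated and 277 downregulated genes, so the size of the excess of downregulated genes depends on the scaling.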

**Fig. 3:**
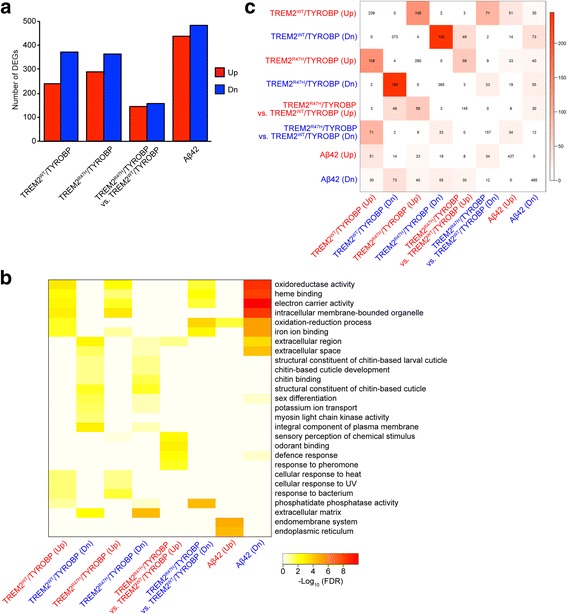
Molecular pathways affected by neuronal expression of Aβ42 overlap with those affected by glial TREM2/TYROBP. **a** Number of DEGs. The numbers of upregulated genes are indicated in *red* and the numbers of downregulated genes are in *blue*. **b** *Heatmap* showing the top functional pathways enriched in the DEGs identified in (**a**). The heatmap color intensity denotes the statistical significance of the enrichment (FDR at minus log 10 scale). **c** Overlaps among DEGs identified in (**a**). The number in each cell indicates the number of common DEGs between row and column variables, with color intensity indicating the FDR adjusted *p* value at minus log 10 scale. Genotypes of flies are described in Additional file 2: Table S1

Since TREM2/TYROBP signaling is known to promote survival of microglial cells [28], we evaluated whether ectopic expression of TREM2 and TYROBP induced any structural changes in the fly brain and/or significantly altered the number of glial cells or neurons. No significant alteration in the size or gross morphology of brain structures was observed in TREM2^WT^/TYROBP bigenic flies (Additional file 1: Figure S1). In addition, immunostaining of fly brains against a glial marker protein, Repo, or a neuronal marker, Elav, revealed that the numbers of glial cells or neurons were not significantly different between control and TREM2^WT^/TYROBP bigenic fly brains (Additional file 1: Figure S1). These results suggest that gene expression changes induced by ectopic expression of TREM2^WT^/TYROBP are not due to either structural defects or altered number of neurons or glial cells in the fly brain.

To identify the biological pathways that are affected by glial expression of TREM2^WT^/TYROBP, we performed functional enrichment analysis (FEA) for the DEG signatures using GO annotation. 

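Among the TREM2 WT/TYROBP DEGs, the genes that Table S2 lists under each enriched term were counted again with the calls made here. The lists came from the paper's own calls on the same libraries, so the counts show how far the calls hold and not a new enrichment. The list “oxidation-reduction process” had 15 of 18 genes (median log2 fold change 0.80) upregulated. Led by the cytochrome P450 genes Cyp304a1 (log2 fold change 1.91, FBgn0038095, 3R from 12963791 to 12965923) and Cyp6d2 (1.76), this list shares members with “electron carrier activity” (10 of 11 (0.76)), “heme binding” (10 of 11 (0.57)), “iron ion binding” (10 of 11 (0.57)), oxidoreductases acting on paired donors (9 of 10 (0.67)) and “intracellular membrane-bounded organelle” (9 of 10 (0.82)). Cyp304a1 stood at 2.93 ± 0.41 in TREM2 WT/TYROBP and 1.02 ± 0.08 in control flies (n = 3 each, adjusted p = 0.00472). In the libraries of the other driver, GMR-GAL4, its direction was the opposite, with 2.01 ± 1.14 in TREM2 WT/TYROBP and 3.88 ± 0.23 in control flies. The listed genes CG10814 (1.97, adjusted p = 0.0947) and Cyp313a5 (1.46, adjusted p = 0.1) rose but were not called. “Cellular response to heat” held 4 genes, with TotB at 2.81 and TotC at 1.62 called and TotM at 1.95 (adjusted p = 0.077) not.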

The genes upregulated by the expression of TREM2^WT^/TYROBP were significantly enriched (multiple testing corrected FET *p* value < 0.05) for pathways designated as “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen,” “intracellular membrane-bounded organelle,” “electron carrier activity,” “heme binding,” “iron ion binding,” “oxidation-reduction process,” and “cellular response to heat” (Fig. 3b and Additional file 3: Table S2). In contrast, the genes downregulated by the expression of TREM2^WT^/TYROBP were enriched (corrected FET *p* < 0.05) in the pathways including “integral component of plasma membrane,” “extracellular region,” “extracellular matrix,” “structural constituent of chitin-based cuticle,” “extracellular space,” “potassium ion transport,” and “myosin light chain kinase activity” (Fig. 3b and Additional file 3: Table S2).

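Downregulated genes of the listed terms were counted in the same way for TREM2 WT/TYROBP flies. “Extracellular region” had 27 of 30 genes (median log2 fold change -0.45) downregulated, “extracellular space” 21 of 23 (-0.62), “extracellular matrix” 12 of 14 (-0.89), the chitin-based cuticle term 12 of 13 (-0.91) and “integral component of plasma membrane” 16 of 18 (-0.35). Among the largest changes were CG11854 (-4.37, FBgn0039299, 3R from 25242020 to 25243262, -2.82 ± 0.90 against 1.55 ± 0.04, adjusted p = 7.22e-07), resilin (-1.94) and PGRP-SC2 (-1.65). “Potassium ion transport” had 6 of 6 genes (median log2 fold change -0.36) downregulated, with the channels Shab (-0.38, standard error 0.09) and Sh (-0.36, standard error 0.08) in it. Under “myosin light chain kinase activity” only sls (-0.39, adjusted p = 0.0228) of 3 listed genes was called. The yolk protein genes Yp1 (-2.70) and Yp2 (-2.72) were downregulated too, but 2 of the 3 control libraries held raised yolk protein RNA, and the change of Yp3 turned to 0.68 without the RIN covariate.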

We next compared molecular pathways affected by glial expression of TREM2^WT^/TYROBP and those affected by neuronal expression of Aβ42 in fly brains. In mammals, the majority of Aβ peptides are produced from amyloid precursor protein (APP) in the late secretory pathway [62]. In our Aβ42 fly model, a signal sequence was fused to the N-terminus of Aβ42 [43] to target the peptide to the secretory pathway of neurons. Western blot analysis detected monomeric forms of Aβ42 as 4 kDa signals (Fig. 4a and [43]) and immunoprecipitation followed by mass spectrometry analysis confirmed that the fused signal peptide was correctly cleaved and intact Aβ42 peptides were produced [43]. Although this Aβ42 fly model directly expressed Aβ42 peptides in the endoplasmic reticulum, immuno-electron microscopy (Immuno-EM) detected Aβ42 signals in the secretory pathway, including ER, Golgi, and lysosomes [44], with minimal signals in the mitochondria and cytoplasm of neurons in Aβ42 fly brains. Moreover, secretion of Aβ peptides occurred in *Drosophila* cultured cells [44] and, in *Drosophila* brains, immuno-EM analysis occasionally detected Aβ42 accumulation in glial cells, suggesting that Aβ42 peptides were secreted from neurons and then taken up by glial cells [44]. The expression of Aβ42 in this model caused learning deficits followed by locomotor dysfunction and neurodegeneration with accumulation of detergent-insoluble Aβ42, in the brains. These results suggest that our Aβ42 fly model may recapitulate some aspects of Aβ42-mediated toxicity. Similar approaches have been utilized to generate transgenic Aβ42 fly models by other groups with consistent neurodegenerative phenotypes [63–65].

**Fig. 4:**
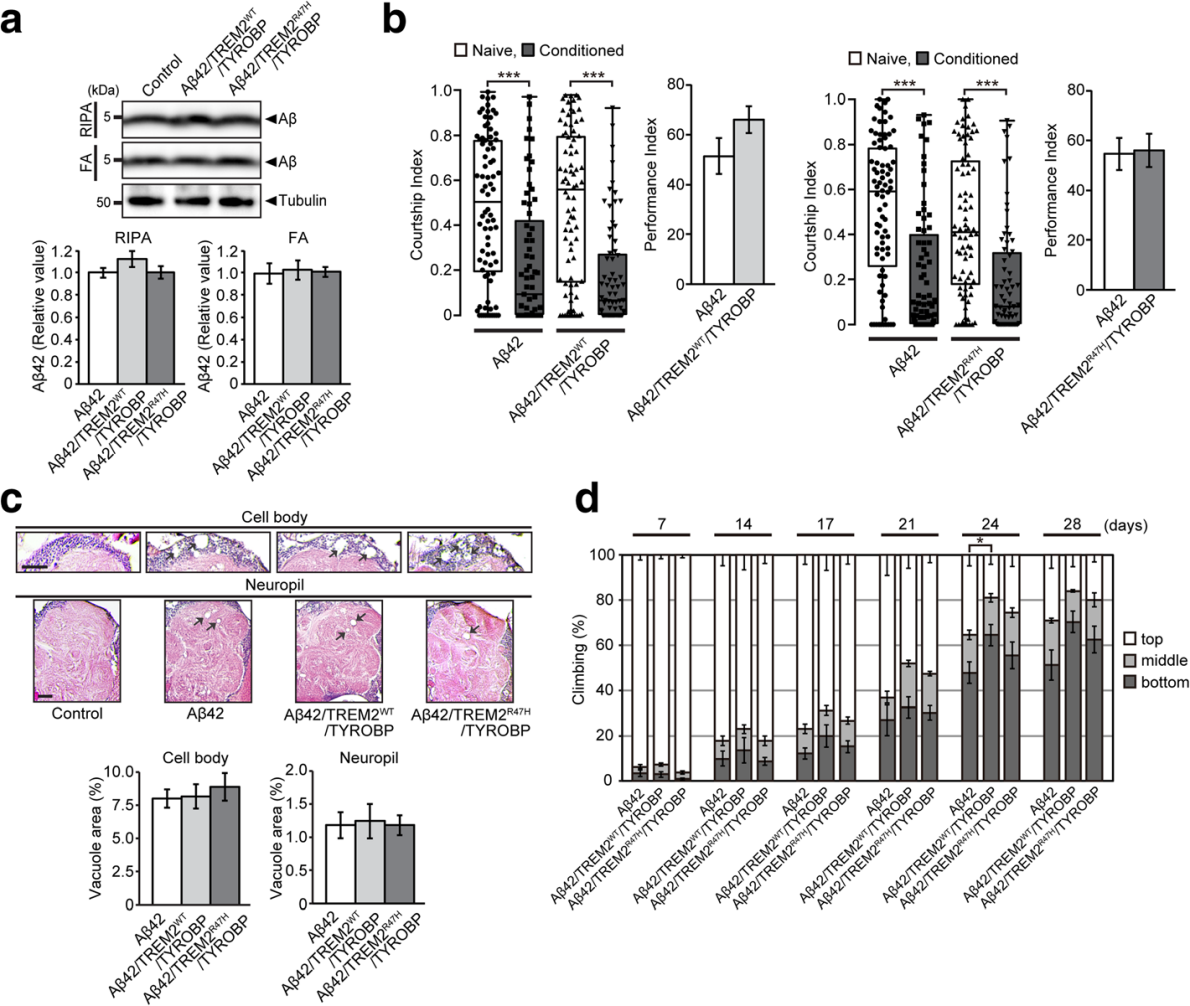
Effects of glial overexpression of TREM2/TYROBP on Aβ42 levels, Aβ42-mediated neurodegeneration, and Aβ42-induced behavioral deficits. **a** Western blotting of detergent-soluble (RIPA) and -insoluble/formic acid (FA) fractions from fly head lysates with neuronal expression of Aβ42 alone (Aβ42), neuronal expression of Aβ42 and glial expression of TREM2^WT^/TYROBP (Aβ42/TREM2^WT^/TYROBP), and neuronal expression of Aβ42 and glial expression of TREM2^R47H^/TYROBP (Aβ42/TREM2^R47H^/TYROBP) with anti-Aβ antibody. Tubulin was used as a loading control. **b** Courtship-conditioning assay. Courtship index values are represented by *box plot*. Performance indexes were calculated from courtship indexes. *n* = 67–80, ***p < 0.001, naïve vs conditioned by Mann–Whitney *U* test. Genotypes of flies are described in Additional file 2: Table S1. **c** Brain sections of flies with neuronal expression of Aβ42 alone (Aβ42), neuronal expression of Aβ42 and glial expression of TREM2^WT^/TYROBP (Aβ42/TREM2^WT^/TYROBP), and neuronal expression of Aβ42 and glial expression of TREM2^R47H^/TYROBP (Aβ42/TREM2^R47H^/TYROBP). Cell body regions (*top*) and neuropil regions (*middle*) of flies are shown. Control; Repo-LexA driver alone. Percentages of vacuole areas (indicated by *arrows*) in fly cortices are shown at the *bottom*. Scale bar: 100 μm. Mean ± SEM, *n* = 9–12 hemispheres. **d** Climbing assay. Average percentages of flies that climbed to the top (*white*) or middle (*light gray*), or stayed at the bottom (*dark gray*), of the vials. Ages (days after eclosion) are indicated on the *top* of the graph. Percentages of flies that stayed at the bottom were subjected to statistical analyses. Mean ± SEM, *n* = 5, *p < 0.05 by Student’s *t*-test

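Neuronal Aβ42 gave 407 upregulated and 464 downregulated genes in the elav libraries (n = 3 each), with a median absolute log2 fold change of 0.45. With each library centred on its median there were 495 and 375, so which direction is in excess depends on the scaling. Of the 871 DEGs, 839 separated completely between genotypes, and 3366 genes had an unadjusted p under 0.05. The largest rise was Hsp70Bb (FBgn0013278, chromosome 3R of BDGP6 from 12505793 to 12508139), at 6.85 ± 0.05 against 0.52 ± 0.08 in control flies, a log2 fold change of 6.33 (standard error 0.07, adjusted p = 2.81e-26). Hsp70Bb was raised in all 29 libraries with any transgene (4.11 to 7.13 as deposited, 0.47 to 2.87 in the 6 control libraries), so hsp70 sequence in the constructs may account for it. The largest fall was Cyp12d1-d (FBgn0053503, 2R from 11123658 to 11125647), from 1.37 ± 0.22 to -4.62 ± 0.32 (adjusted p = 4.14e-10). The lower value stands for few or no reads, so the size of its change of -6.00 is not firm. Its mean over all 35 libraries was -4.12 as deposited, so a high level particular to the control flies cannot be told from an effect of Aβ42.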

RNA sequence analysis in our Aβ42 fly model identified that neuronal expression of Aβ42 upregulated 437 genes and downregulated 485 genes in heads as compared to control flies (Fig. 3a, Additional file 2: Table S1). The upregulated DEGs were enriched in pathways including “endomembrane system,” “endoplasmic reticulum,” and “oxidation-reduction process” (Fig. 3b and Additional file 3: Table S2). By contrast, the downregulated DEGs were enriched in “electron carrier activity,” “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen,” “intracellular membrane-bounded organelle,” “heme binding,” “oxidation-reduction process,” “iron ion binding,” “extracellular space,” “transferase activity, transferring phosphorus-containing groups,” “extracellular region,” “metabolic process,” “carboxylic ester hydrolase activity,” “cuticle pigmentation,” and “melanin biosynthetic process” (Fig. 3b and Additional file 3: Table S2).

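Upregulated genes of the listed terms kept their calls in nearly all cases. “Endomembrane system” had 21 of 21 genes (median log2 fold change 0.55) upregulated by Aβ42 and “endoplasmic reticulum” 21 of 21 (0.35). The chaperones Hsc70-3 (1.18, FBgn0001218, X from 11801696 to 11807117, 9.95 ± 0.07 against 8.78 ± 0.02, adjusted p = 3.27e-15) and Gp93 (1.00, adjusted p = 7.77e-11) and the gene CG10420 (1.09) rose most. “Oxidation-reduction process” had 21 of 25 (0.43), led by CG30275 (3.28, FBgn0050275, 2R from 22707794 to 22712724) and ImpL3 (2.76).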

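Median falls in the downregulated terms were small. “Electron carrier activity” had 24 of 25 genes (median log2 fold change -0.41) downregulated in Aβ42 flies. The counts were 32 of 33 (-0.39) for “oxidation-reduction process”, 22 of 23 (-0.39) for “heme binding”, 20 of 21 (-0.41) for “iron ion binding”, 32 of 33 (-0.43) for “extracellular space” and 32 of 33 (-0.36) for “extracellular region”. Cyp6a14 (-1.11, FBgn0033302, 2R from 8564187 to 8567202, 1.25 ± 0.34 against 2.36 ± 0.08, adjusted p = 3.95e-08) and Cyp6d2 (-0.99) were among the P450 genes that fell. Oxidation-reduction genes stood in the upregulated list as well, under different members.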

Interestingly, this analysis revealed that eight of the 15 pathways (13 pathways for DEGs downregulated by Aβ42, three pathways for DEGs upregulated by Aβ42, one pathway is overlapped) enriched for the Aβ42 DEGs were also enriched for the TREM2^WT^/TYROBP DEGs in the same or opposite direction (Fig. 3b and Additional file 3: Table S2). For example, the pathways “extracellular space” and “extracellular region” were enriched for the genes downregulated by Aβ42 and by TREM2^WT^/TYROBP, while “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen,” “oxidation-reduction process,” “electron carrier activity,” “heme binding,” “iron ion binding,” and “intracellular membrane-bounded organelle” were enriched for the genes downregulated by Aβ42 and for the genes upregulated by TREM2^WT^/TYROBP.

These unbiased analyses revealed that gene expression changes induced by neuronal expression of Aβ42 and glial expression of TREM2^WT^/TYROBP merged onto the same molecular pathways. However, in fly genome, there is no clear ortholog of either TREM2 or TYROBP. 

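At the level of genes, Aβ42 and TREM2 WT/TYROBP shared 156 DEGs, of which 74.4% changed the same way. Of these, 41 were upregulated in both (6.75-fold over chance, one-sided Fisher's exact p = 1.03e-22) and 75 downregulated in both (6.41-fold, exact p = 1.05e-39). Another 40 changed in opposite directions, 25 of them down in Aβ42 and up in TREM2 WT/TYROBP flies. Both lists used the same 3 control libraries, which adds to any overlap. With the TREM2 WT/TYROBP DEGs of the GMR libraries, which share no library with them but differ in driver and sex markers, the Aβ42 DEGs had 32 upregulated and 46 downregulated genes in common, while 23 up and 43 down in Aβ42 flies changed in opposite directions. The overlap moved most under the threshold of log2 fold change above 1, where 10 of the 116 genes with a shared direction remained. The terms rest mostly on different genes. Of the 25 “electron carrier activity” genes down in Aβ42 and the 11 up in TREM2 WT/TYROBP flies, 4 were the same (Cyp6a2, Cyp6a14 and Cyp6d2 among them), and for “heme binding”, “iron ion binding” and “oxidation-reduction process” the shared number was 3. The 25 Aβ42 genes had a median log2 fold change of -0.05 in TREM2 WT/TYROBP flies. “Extracellular space” shared 6 of 33 and 23 genes, and “extracellular region” 8 of 33 and 30. The paper reasons that 8 of the 15 terms of the Aβ42 DEGs recur in the TREM2 WT/TYROBP DEGs and concludes that the changes merge onto the same pathways.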

One possibility could be that glial cells sense Aβ42 and/or associated neuronal damages and then induce gene expression changes through endogenous signaling pathways. Ectopically expressed human TREM2/TYROBP may sense these damage-associated signals and impact the overlapping molecular pathways.

### TREM2^R47H^/TYROBP induces gene expression changes similar to those by TREM2^WT^/TYROBP in the fly brains

TREM2 variants were originally identified as causative mutations in patients with Nasu-Hakola disease [66]. However, recent genetic analysis revealed that R47H variant of TREM2 is associated with a three- to fourfold increased risk for AD [14, 15]. To examine the impact of glial expression of TREM2^R47H^/TYROBP in the fly brains at the molecular level, we generated RNA-seq data from the head samples in flies with the co-expression of TREM2^R47H^ and TYROBP (TREM2^R47H^/TYROBP) as described above [61]. 

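For TREM2 R47H/TYROBP flies the same model called 274 upregulated and 356 downregulated genes against control (630 DEGs, n = 3 each, 2982 genes with an unadjusted p under 0.05). The median absolute log2 fold change was 0.46, 65 genes rose and 74 fell by more than 1, and 594 DEGs separated completely. CG15510 (FBgn0039707, chromosome 3R of BDGP6 from 29835950 to 29837447) rose most, to 0.40 ± 0.23 from -6.13 ± 1.30, and Osi1 (FBgn0037406, 3R from 6173549 to 6174971) fell most, to -4.77 ± 0.46 from 0.48 ± 0.23 (adjusted p = 3.77e-05 and 1.92e-05). The lower value of each stands for few or no reads, so neither change has a firm size.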

Expression of TREM2^R47H^/TYROBP resulted in 290 upregulated genes and 365 downregulated ones (Fig. 3a and Additional file 2: Table S1). No significant alteration in either the size, gross morphology of brain structures, the numbers of glial cells, or neurons was observed in TREM2^R47H^ /TYROBP bigenic flies (Additional file 1: Figure S1), suggesting that gene expression changes induced by ectopic expression of TREM2^R47H^/TYROBP is not due to either structural changes or altered number of neurons or glial cells in the fly brain.

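Term lists of Table S2 for TREM2 R47H/TYROBP flies were counted against the calls made here. Upregulated were 11 of 11 genes (median log2 fold change 0.44) under “electron carrier activity”, 10 of 10 (0.44) under “heme binding”, 10 of 10 (0.44) under oxidoreductases acting on paired donors and 11 of 11 (0.44) under “intracellular membrane-bounded organelle”. Of the “electron carrier activity” members, 7 were on the TREM2 WT/TYROBP list too. Downregulated were 15 of 17 genes (median log2 fold change -1.17) under “extracellular matrix” and 10 of 13 (-1.29) under the chitin-based cuticle term. The 3 listed genes for “myosin light chain kinase activity” in TREM2 WT/TYROBP flies had a median of -0.21 in TREM2 R47H/TYROBP flies against -0.35 in TREM2 WT/TYROBP flies, and the 4 for “cellular response to heat” 2.04 against 1.78. That a term was listed for only 1 genotype is not itself a tested difference.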

At the pathway level, FEA using GO annotation revealed that genes upregulated or downregulated by TREM2^R47H^/TYROBP were enriched in the same categories as those with TREM2^WT^/TYROBP (Fig. 3b and Additional file 3: Table S2), although some of the pathways that were enriched in the DEGs in TREM2^WT^/TYROBP, such as “iron ion binding,” “myosin light chain kinase activity,” and “cellular response to heat,” were not significantly enriched in the DEGs in TREM2^R47H^/TYROBP (Fig. 3b and Additional file 3: Table S2). 

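The DEGs of TREM2 WT/TYROBP and TREM2 R47H/TYROBP flies had 297 genes in common, 51.8% of the TREM2 WT/TYROBP list and 47.1% of the TREM2 R47H/TYROBP list, and 98.3% of them changed the same way. Shared upregulated genes numbered 97 (23.7-fold over chance, one-sided Fisher's exact p = 1.04e-113) and shared downregulated genes 195 (21.7-fold, exact p = 3.48e-236). Control libraries common to both comparisons cannot explain all of it. TREM2 WT/TYROBP DEGs of the elav libraries and TREM2 R47H/TYROBP DEGs of the GMR libraries, which have no library in common, shared 70 upregulated and 106 downregulated genes, with a smallest fold over chance of 10.0.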

The DEG signatures from TREM2^WT^/TYROBP and TREM2^R47H^/TYROBP flies shared about half of their members and that 98% of those overlapped genes changed in the same direction (corrected FET *p* = 2.0 × 10^−246^, 25.1-fold for downregulated genes; corrected FET *p* = 1.9 × 10^−133^, 27.4-fold for upregulated genes) (Fig. 3c).

To quantify differences in gene expression induced by TREM2^WT^/TYROBP and TREM2^R47H^/TYROBP, we directly compared mRNA expression levels between these two groups and identified 145 upregulated genes and 157 downregulated genes in TREM2^R47H^/TYROBP compared to TREM2^WT^/TYROBP (Fig. 3a). 

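Set directly against TREM2 WT/TYROBP, TREM2 R47H/TYROBP flies had 124 upregulated and 145 downregulated genes (269 DEGs), 266 of them without overlap between the libraries. The median absolute log2 fold change was 0.57, and 2281 genes had an unadjusted p under 0.05. CG33017 (FBgn0053017, 2R from 16272114 to 16277655) fell most, from 2.47 ± 0.08 to -2.19 ± 0.28 (-4.66, standard error 0.31, adjusted p = 1.38e-09), and CG15510 rose most (4.71, from a level of few or no reads). In the GMR libraries 75 of the 269 genes were DEGs in the same direction (39 up, 36 down), and 205 had the same sign. The DEGs include a group of 16 within 1 Mb of chromosome 3R and 5 phosphatidate phosphatase genes within 1 Mb of chromosome 3L, so linked differences between fly stocks cannot be told from effects of the variant for them.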

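Genes listed for the comparison of TREM2 R47H/TYROBP with TREM2 WT/TYROBP flies were counted as before. “Odorant binding” had 7 of 9 genes (median log2 fold change 0.83) upregulated, and 5 of the 9 lie within 1 Mb of chromosome 2R. “Sensory perception of chemical stimulus” had 7 of 8 (0.89) and “response to pheromone” 4 of 4 (1.11), with Obp99b at 0.75 (FBgn0039685, 3R from 29716254 to 29716896, 9.92 ± 0.15 against 9.17 ± 0.04, adjusted p = 0.000345). “Defense response” had 5 of 8 (0.63). The antimicrobial peptide gene Drsl4 rose by 1.26 (adjusted p = 8.1e-07), while Drs (1.84, adjusted p = 0.0553) was not called.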

Interestingly, at an FDR of 5%, the upregulated DEGs are significantly enriched for “odorant binding,” “sensory perception of chemical stimulus,” “defense response,” and “response to pheromone,” suggesting that these functional pathways were activated by R47H mutation in TREM2 (Fig. 3b and Additional file 3: Table S2). 

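Toll-4 (FBgn0032095, chromosome 2L of BDGP6 from 9084107 to 9089440) was at 0.09 ± 0.18 in TREM2 R47H/TYROBP and -0.53 ± 0.23 in TREM2 WT/TYROBP flies (n = 3 each), a log2 fold change of 0.62 (standard error 0.21, adjusted p = 0.121), and so was not a DEG in the elav libraries, nor under any alternative (adjusted p 0.0552 to 0.399). Against control it changed by 0.55 in TREM2 R47H/TYROBP and -0.07 in TREM2 WT/TYROBP flies. It was called in 2 other comparisons, Aβ42/TREM2 R47H/TYROBP against Aβ42 (0.76, adjusted p = 0.018) and tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP (0.88, adjusted p = 0.0333), the second of which was lost under several alternatives.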

Among these genes, *Drosophila* Toll-4 gene (the closest ortholog of human TLR7) detected in the “defense response” module is of particular interest, since TREM2 family proteins are known to modulate Toll-like receptor signaling in mammals [67, 68].

We also compared molecular pathways affected by neuronal expression of Aβ42 and those affected by glial expression of TREM2^R47H^/TYROBP (Fig. 3a, Additional file 2: Table S1). At the pathway levels, four of the above 15 pathways enriched in the Aβ42 DEGs were enriched in the TREM2^R47H^/TYROBP DEGs. 

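Between Aβ42 and TREM2 R47H/TYROBP flies 129 DEGs were shared, and 58.9% of them changed the same way. Upregulated in both were 26 genes (3.33-fold over chance, one-sided Fisher's exact p = 8.12e-08) and downregulated in both 50 (4.32-fold, exact p = 1.20e-18). The other 53 changed in opposite directions, 35 of them down in Aβ42 and up in TREM2 R47H/TYROBP flies, such as Cyp6a2, Cyp6a14, Cyp6d2 and Cyp309a2, the 4 genes that “electron carrier activity” had in common. With the TREM2 R47H/TYROBP DEGs of the GMR libraries, which share no library with them, the Aβ42 DEGs had 37 upregulated and 46 downregulated genes in common, and 20 up and 51 down in Aβ42 flies changed in opposite directions. Over the alternatives the fold over chance was 1.86 to 7.40 for the upregulated and 2.54 to 8.91 for the downregulated genes.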

At the gene level, a significant overlap between Aβ42 DEGs and TREM2 ^R47H^/TYROBP DEGs was observed (Fig. 3c, corrected *p* value ≤ 1.0 × 10^−32^, ≥ 7-fold).

Taken all together, biological pathways affected by glial expression of TREM2^WT^/TYROBP or TREM2^R47H^/TYROBP in fly heads are similar but about 300 genes show significant difference in mRNA expression. Moreover, glial expression of TREM2^R47H^/TYROBP impacts several common molecular pathways affected by neuronal expression of Aβ42, though TREM2^WT^/TYROBP appears to impact many more other common pathways affected by neuronal expression of Aβ42.

### Expression of TREM2/TYROBP in glial cells modifies molecular signatures induced by Aβ42 expression in neurons in fly brains

To investigate the effects of TREM2^WT^/TYROBP on phenotypes as well as gene expression signatures induced by Aβ42, we achieved neuronal expression of Aβ42 and glial expression of TREM2^WT^/TYROBP in fly brains by using two tissue-specific transgenes expression systems in *Drosophila* (Additional file 1: Figure S2A). Phenotypic characterization revealed that glial overexpression of TREM2^WT^/TYROBP did not affect either Aβ42 accumulation levels (Fig. 4a), courtship learning and memory (Fig. 4b), or Aβ42-mediated neurodegeneration (Fig. 4c); however, some exacerbation of Aβ42-mediated behavioral deficits was observed (Fig. 4d and Additional file 1: Figure S2B).

We next analyzed the effects of glial expression of TREM2^WT^/TYROBP on gene expression signatures induced by neuronal expression of Aβ42 in fly brains. RNA sequence analyses revealed that expression of Aβ42/TREM2^WT^/TYROBP resulted in upregulation of 533 genes and downregulation of 727 genes compared to control flies (Additional file 1: Figure S2C). 

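Against control, Aβ42/TREM2 WT/TYROBP flies had 517 upregulated and 720 downregulated genes (1237 DEGs, n = 3 each, 3922 genes with an unadjusted p under 0.05). The median absolute log2 fold change was 0.53, and 1183 DEGs separated completely. Of these, 251 upregulated and 253 downregulated genes were DEGs of Aβ42 alone in the same direction, and 129 and 233 of TREM2 WT/TYROBP alone. In neither single genotype were 484 called, and 424 of those (87.6%) had the same sign in both singles, so most passed the threshold without a change of direction. Hsp70Bb (6.64) and Cyp12d1-d (-7.79, now -6.41 ± 0.23) again changed most. Set directly against Aβ42, 205 genes were up and 238 down (443 DEGs), with c-cup (FBgn0031367, 2L from 1831627 to 1832565, 7.04) and Ance-2 (FBgn0032535, 2L from 13909333 to 13911719, -5.82) at the ends, both with few or no reads in 1 of the genotypes.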

Interestingly, comparison of FEA results between Aβ42/TREM2^WT^/TYROBP and Aβ42 flies revealed that seven of the 15 pathways enriched for the Aβ42 DEGs disappeared when TREM2^WT^/TYROBP was expressed in glia (Additional file 1: Figure S2D and Additional file 4: Table S3). These pathways include “electron carrier activity,” “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen,” and “heme binding,” which were enriched in the DEGs downregulated by Aβ42 and in the DEGs upregulated by TREM2^WT^/TYROBP (Fig. 3b and Additional file 3: Table S2).

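The genes behind the terms that dropped out were followed from Aβ42 to Aβ42/TREM2 WT/TYROBP flies. Of the 25 “electron carrier activity” genes listed for Aβ42, 24 were downregulated in Aβ42 flies and 11 in Aβ42/TREM2 WT/TYROBP flies, where 1 was upregulated, and the median went from -0.41 to -0.23. For “heme binding” the numbers were 22 and 11 of 23 (median -0.24 in Aβ42/TREM2 WT/TYROBP flies), and for oxidoreductases acting on paired donors 19 and 10 of 20 (-0.26). The median interaction of the electron carrier genes, which is the TREM2 WT/TYROBP effect with Aβ42 less that without, was 0.06, and 1 of the 25 had an adjusted p under 0.05. The median thus stayed below control while fewer genes passed the threshold. These genes were listed from the authors' calls in the same Aβ42 libraries. That choice alone favours fewer calls, smaller falls and positive interactions in the combination. “Endomembrane system” kept 19 of 21 genes upregulated.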

Using the same strategy, we also analyzed the effects of glial expression of TREM2^R47H^/TYROBP on phenotypes as well as gene expression signatures induced by neuronal expression of Aβ42 in fly brains (Additional file 1: Figure S2A). Similar to TREM2^WT^/TYROBP, glial overexpression of TREM2^R47H^/TYROBP did not affect Aβ42 accumulation levels (Fig. 4a), courtship learning and memory (Fig. 4b), or Aβ42-mediated neurodegeneration (Fig. 4c); although there is a trend toward subtle exacerbation of Aβ42-mediated behavioral deficits (Fig. 4d and Additional file 1: Figure S2B).

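The Aβ42/TREM2 R47H/TYROBP flies had 655 upregulated and 841 downregulated genes against control (1496 DEGs, n = 3 each, 4360 genes with an unadjusted p under 0.05), with a median absolute log2 fold change of 0.51. Complete separation held for 1447. Shared in direction with Aβ42 alone were 267 up and 199 down, with TREM2 R47H/TYROBP alone 139 and 239, and with Aβ42/TREM2 WT/TYROBP 353 and 455. CG15510 rose by 8.25, from few or no reads in control flies, and CG1678 (FBgn0031176, X from 21402339 to 21402772) fell by the most, with a standard error of 2.66 (adjusted p = 0.0377), and its control libraries had an SD of 4.91. Called in neither single genotype were 723 DEGs, and 572 of them (79.1%) had the same sign in both singles.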

RNA sequence analyses revealed that expression of Aβ42/TREM2^R47H^/TYROBP resulted in upregulation of 661 genes and downregulation of 846 genes (Additional file 1: Figure S2C and Additional file 2: Table S1). 

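The “electron carrier activity”, “heme binding” and paired-donor oxidoreductase genes listed for Aβ42 were followed into Aβ42/TREM2 R47H/TYROBP flies. Downregulated were 10 of 25, 10 of 23 and 9 of 20, with medians of -0.21, -0.22 and -0.22. Listing by calls in Aβ42 flies favours fewer calls, smaller falls and positive interactions here too. The electron carrier genes had a median interaction of 0.18 with TREM2 R47H/TYROBP, and 2 of them passed an adjusted p of 0.05. In the “endomembrane system” list 18 of 21 genes stayed upregulated. A direct comparison of Aβ42/TREM2 R47H/TYROBP with Aβ42/TREM2 WT/TYROBP gave 138 upregulated and 96 downregulated genes (234 DEGs, 1963 genes with an unadjusted p under 0.05).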

Comparison of FEA results between Aβ42/TREM2^R47H^/TYROBP and Aβ42 flies revealed that nine of the 15 pathways enriched in the Aβ42 DEGs disappeared following glial expression of TREM2^R47H^/TYROBP (Additional file 1: Figure S2D and Additional file 4: Table S3). Among these nine pathways, six pathways were also disappeared following glial expression of TREM2^WT^/TYROBP, suggesting that the effects of TREM2^R47H^/TYROBP on Aβ42 were similar to that of TREM2^WT^/TYROBP by this analysis.

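Whether the effect of TREM2/TYROBP on a gene differed with and without Aβ42 was tested gene by gene as an interaction (12 libraries, n = 3 per genotype). At an adjusted p under 0.05 there were 34 genes for TREM2 WT/TYROBP (13 positive, 21 negative, 1010 at an unadjusted p under 0.05) and 96 for TREM2 R47H/TYROBP (74 positive, 22 negative, 1465 unadjusted). Regrouping the residuals gave as many genes in 3 and 2 of 100 groupings, the real grouping included. Of the combination DEGs called in neither single genotype, 2 of 484 and 12 of 723 were among the 34 and 96. With only the 4 genotypes concerned in the model there were 3 and 3 genes. The largest for TREM2 WT/TYROBP were Hsp70Bb (-4.28, raised by TREM2 WT/TYROBP alone and by Aβ42 alone, where a sequence in the constructs may account for it) and c-cup (2.44, adjusted p = 0.0458). For TREM2 R47H/TYROBP they were Su(Ste):CR42432 (3.46) and Obp58c (-4.36), whose 4 means all stood for few reads. The interaction ran against both single effects in 22 of the 34 and 52 of the 96 genes, a direction that noise of the shared control libraries favours. Set against Aβ42 alone, Aβ42/TREM2 R47H/TYROBP flies had 469 upregulated and 410 downregulated genes (879 DEGs), and 373 and 531 with each library centred on its median.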

Taken together, glial expression of TREM2/TYROBP modifies molecular signatures induced by neuronal expression of Aβ42. Since glial expression of TREM2/TYROBP did not reduce Aβ42 levels (Fig. 4a), the observed changes in FEA results are not simply due to reduced response to Aβ42 in fly brains. In addition, since TREM2/TYROBP proteins are expressed in glial cells and Aβ42 peptides are expressed in neurons (Additional file 1: Figure S2A), this modulatory action likely reflects non-cell autonomous effects by TREM2/TYROBP.

### Neuronal Aβ42 and glial TREM2^R47H^/TYROBP synergistically downregulated genes associated with synaptic and immune function modules of the co-expressed gene networks from human AD brains

Gene co-expression network analysis has uncovered a number of co-expressed gene modules pathologically related to human complex diseases including AD [11]. To investigate the relevance of the gene expression signatures in Aβ42, TREM2^WT^/TYROBP, TREM2^R47H^/TYROBP, Aβ42/TREM2^WT^/TYROBP, and Aβ42/TREM2^R47H^/TYROBP fly brains to AD, we investigated their association with the 111 co-expressed gene modules derived from co-regulation analyses of brain gene expression in the Harvard Brain Tissue Resource Center (HBTRC) AD and controls. The modules were annotated by the GO or pathways that the modules were enriched for. To do this, the fly DEGs were first converted to human orthologs by using DIOPT (DIOPT score > 1) [69]. The enrichment analysis shows that the genes upregulated by Aβ42 were enriched in the modules associated with “extracellular region” and “chaperone” (Fig. 5a and Additional file 5: Table S4a) while no module was enriched for the downregulated DEGs (Additional file 5: Table S4a). 

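The fly genes printed in Table S4a for the 2 modules were looked up in Aβ42 flies. Of the 25 genes of the “extracellular region” module (tan) 15 were upregulated and 2 downregulated, with a median log2 fold change of 0.31. The “chaperone” module (hotpink) had 8 of 10 (0.38) upregulated, with CaBP1 at 0.55 (FBgn0025678, 2L from 16354886 to 16356735, 6.44 ± 0.03 against 5.89 ± 0.02, adjusted p = 5.74e-07). The module also counts Hsp70Bb, whose rise may come from the constructs. Listed genes that were not upregulated are usual in these tables, which print 1 fly gene per human gene. Of 213 listed genes without the stated change, 177 (83.1%) have a human ortholog with another fly gene that did change so.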

Neither the TREM2^WT^/TYROBP nor the TREM2^R47H^/TYROBP DEG signature showed significant enrichment in any of the HBTRC modules. By contrast, the DEGs upregulated by Aβ42/TREM2^WT^/TYROBP were enriched in the “chaperone” module (FET *p* = 0.022, 3.2-fold; Fig. 5a, Additional file 5: Table S4a) while Aβ42/TREM2^R47H^/TYROBP expression was associated with downregulation of genes enriched in synaptic transmission, neuronal activities, and transmission of nerve impulses, with FET *p* = 0.001 (2.1-fold), 0.024 (1.9-fold), and 0.024 (1.6-fold), respectively (Fig. 5a, Additional file 5: Table S4a). These results indicate that neuronal expression of Aβ42 and glial expression of TREM2^R47H^/TYROBP synergistically downregulated genes known to be associated with AD pathology [11], thus supporting the prediction that TREM2/TYROBP play roles in AD pathogenesis.

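For Aβ42/TREM2 WT/TYROBP flies 9 of 10 “chaperone” genes were upregulated (median 0.33), and 7 of the same 10 were already upregulated by Aβ42 alone. For Aβ42/TREM2 R47H/TYROBP flies 30 of 36 genes of the synaptic transmission module (midnightblue), 22 of 29 of the neuronal activities module (peru) and 35 of 44 of the nerve impulse module (purple) were downregulated, with medians of -0.34, -0.32 and -0.33. In TREM2 R47H/TYROBP flies without Aβ42, 16, 9 and 15 of these genes were downregulated, and in Aβ42 flies 4, 5 and 5. The downregulated DEGs of Aβ42/TREM2 R47H/TYROBP flies were longer genes than expression-matched random lists (percentile 99.8), so gene length may have a part in lists of long neuronal genes.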

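Synergy here would mean that Aβ42 and TREM2 R47H/TYROBP together lowered these genes by more than the sum of their separate effects. The mean of the 36 listed genes of the synaptic transmission module, with control set to 0, was -0.26 ± 0.04 in TREM2 R47H/TYROBP, -0.14 ± 0.05 in Aβ42 and -0.37 ± 0.04 in Aβ42/TREM2 R47H/TYROBP flies (n = 3 each, log2 units). In TREM2 WT/TYROBP and Aβ42/TREM2 WT/TYROBP flies it was -0.23 ± 0.03 and -0.31 ± 0.05. In Aβ42/TREM2 R47H/TYROBP flies 33 of the 36 were below control. Gene by gene the median interaction was 0.02, with 18 genes below and 18 above 0. Adjusted over all genes 2 interactions had a p under 0.05, and adjusted over the list alone 3 (1 positive, 2 negative), the same number as at an unadjusted p under 0.05. Of 100 regroupings 74 had a median interaction as far from 0. The alternatives gave 0 to 2 interactions, with 0 when RIN was left out. The paper reasons that these modules were enriched in the DEGs of the combination and in neither single genotype, and concludes that the 2 transgenes acted synergistically. It adds qPCR of Sh, SK, Shab, para and Nmdar2, all lower in the combination and fewer of them lower in the singles. It also reports that knockdown of para worsened the locomotor deficits of Aβ42 flies. By the list values here the fall in the combination was close to the sum of the falls in the singles, with neither a larger nor a smaller one shown.

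**Figure D1:**
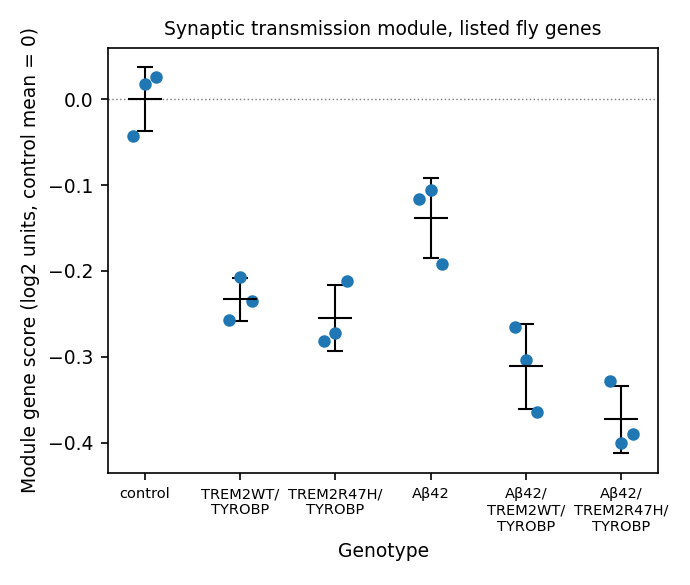
Mean of the 36 listed synaptic transmission genes in each elav library (points), in log2 units with the control mean at 0, with the mean and SD of each genotype (bar). The Aβ42/TREM2 R47H/TYROBP libraries lie around -0.37 and the TREM2 R47H/TYROBP libraries around -0.26.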

**Fig. 5:**
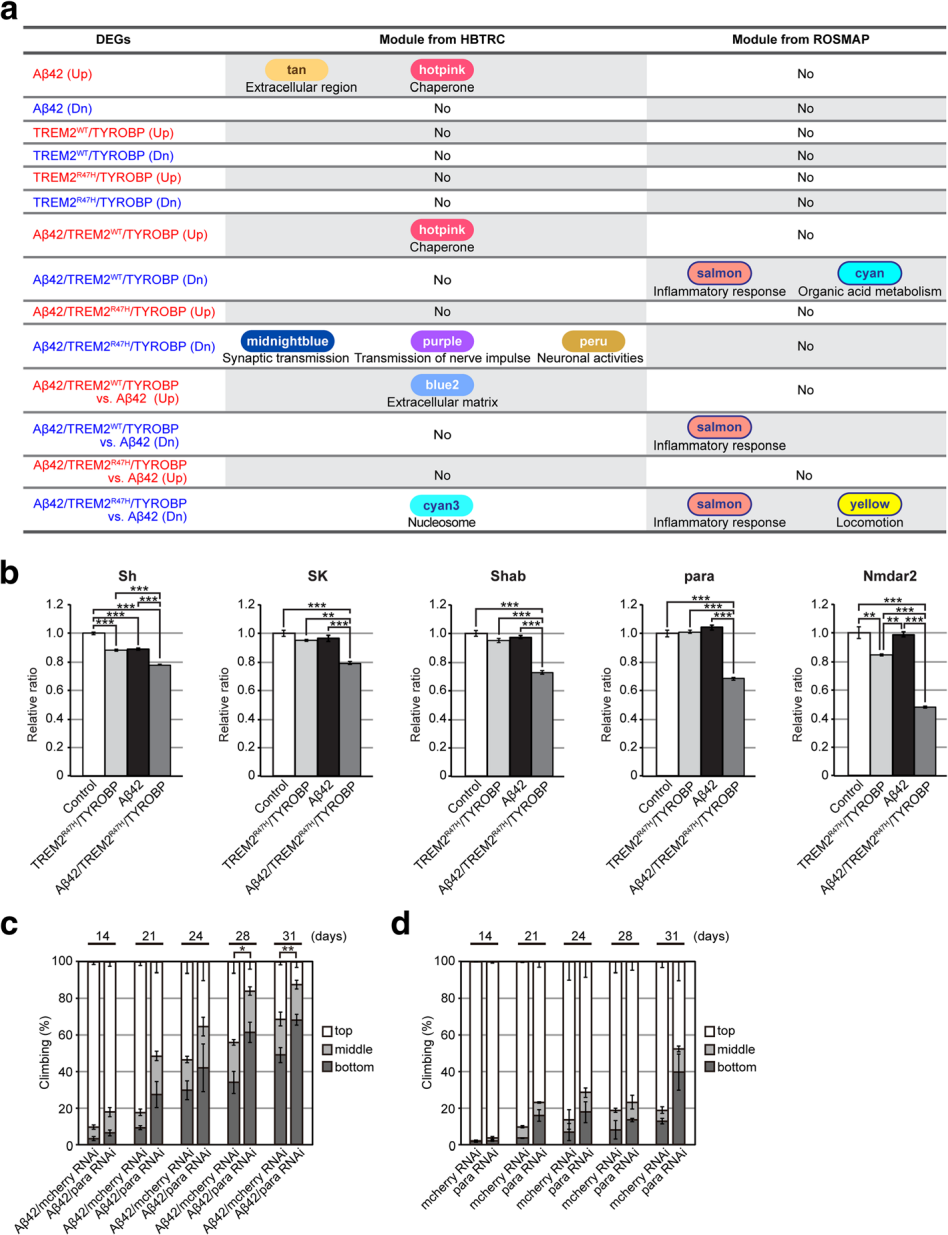
Gene regulatory network analysis of gene expression signatures in Aβ42/TREM2/TYROBP flies with human AD WGCNA. **a** Overlap between HBTRC or ROSMAP human AD WGCNA co-expression network modules and DEGs identified in (Fig. 3a and Additional file 1: Figure S2C). **b** mRNA expression levels of genes from “synaptic transmission” module validated by qPCR. mRNA levels in the heads of flies with neuronal expression of Aβ42 alone (Aβ42), glial expression of TREM2^R47H^/TYROBP (TREM2^R47H^/TYROBP) alone and neuronal expression of Aβ42 and glial expression of TREM2^R47H^/TYROBP (Aβ42/TREM2^R47H^/TYROBP) were analyzed by qRT-PCR. Control; drivers alone. Mean ± SEM, *n* = 4, *p < 0.05, **p < 0.01, and ***p < 0.001 by one-way ANOVA with post-hoc Tukey’s test. **c** Neuronal knockdown of para worsened Aβ42-induced locomotor deficits as revealed by climbing assay. **d** Neuronal knockdown of para by itself caused modest decline in locomotor functions upon aging. Mean ± SEM, *n* = 3–5, *p < 0.05 and **p < 0.01 by Student’s *t*-test. Genotypes of flies are described in Additional file 2: Table S1

To validate these findings, we performed qPCR analyses in five DEGs from the “synaptic transmission” module with known functions related to neuronal activity; Sh, SK, Shab, para, and Nmdar2 (fly orthologs for potassium voltage-gated channel subfamily A, potassium calcium-activated channel subfamily N, potassium voltage-gated channel subfamily B, sodium voltage-gated channel alpha subunits, and glutamate ionotropic receptor NMDA type subunits, respectively). We found that expression levels of Sh were slightly downregulated by Aβ42 expression alone, while those of Sh and Nmdar2 were slightly downregulated by expression of TREM2^R47H^/TYROBP alone (Fig. 5b). By contrast, expression levels of all five genes were significantly downregulated in Aβ42/TREM2^R47H^/TYROBP flies.

We further examined whether downregulation of para, a fly ortholog for sodium voltage-gated channel alpha subunits, modifies neuronal dysfunction in Aβ42 flies. Neuronal knockdown of para by RNAi significantly worsened Aβ42-induced locomotor deficits (Fig. 5c). Moreover, neuronal knockdown of para by itself caused modest decline in locomotor functions in flies (Fig. 5d).

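In the RNA-seq libraries Sh, SK, Shab, para and Nmdar2 were all DEGs in Aβ42/TREM2 R47H/TYROBP flies, with log2 fold changes against control of -0.49, -0.38, -0.57, -0.39 and -0.42. In TREM2 R47H/TYROBP flies without Aβ42 they were -0.30, -0.28, -0.45, -0.27 and -0.42, and in Aβ42 flies -0.31, -0.24, -0.32, -0.20 and -0.18. All 5 are also among the paper's own downregulated DEGs of TREM2 R47H/TYROBP and of TREM2 WT/TYROBP flies, so a call was not specific to the combination. By qPCR the paper reports all 5 lower in the combination. With TREM2 R47H/TYROBP alone it reports a slight fall of Sh and Nmdar2, and with Aβ42 alone of Sh. The interactions were 0.11, 0.14, 0.20, 0.09 and 0.18, all positive here (that of Nmdar2 changed sign with only the elav libraries modelled), with adjusted p from 0.612 to 0.801. For para (FBgn0264255, X from 16455027 to 16533096) the means were 8.53 ± 0.09 in Aβ42/TREM2 R47H/TYROBP, 8.64 ± 0.07 in TREM2 R47H/TYROBP, 8.71 ± 0.08 in Aβ42 and 8.91 ± 0.08 in control flies (n = 3 each). All 5 lost their call in Aβ42/TREM2 R47H/TYROBP flies when only 2 genotypes were modelled, and Nmdar2 also when only the elav libraries were (-0.29).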

Taken altogether, these network analysis results suggest that genes associated with synaptic transmission were synergistically downregulated by co-expression of Aβ42 and TREM2^R47H^/TYROBP, which may lead to neuronal dysfunction.

To further explore the association of the DEG signatures with early phases of AD, we intersect them with the co-expression network modules from an independent cohort in the ROSMAP study. Again, the modules were annotated by the GO/pathways that the modules were most enriched for. The result is summarized in Fig. 5a and Additional file 5: Table S4b. The genes downregulated by Aβ42/TREM2^WT^/TYROBP were enriched for an “inflammatory response” module (salmon; corrected FET *p* = 0.005, 2.6-fold) and an “organic acid metabolism” module (cyan; corrected FET *p* = 0.014, 2.5-fold). 

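Of the 19 fly genes of the salmon module printed in Table S4b, 9 were downregulated in Aβ42/TREM2 WT/TYROBP flies (median log2 fold change -0.30), and of the 20 of the cyan module 13 (-0.32). The genes of the salmon list that were downregulated numbered 1 in TREM2 WT/TYROBP and 3 in Aβ42 flies, and those of the cyan list 5 and 6. Over all module lists together, most listed genes without the stated change had another fly ortholog with it. This share was not taken for the salmon and cyan lists alone.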

Note that the “inflammatory response” module salmon was ranked number 7 in relation to AD pathology after ranking ROSMAP modules using multiple sorting features, including module-trait correlations and enrichment for genes correlated with or differentially expressed regarding neuropathological and clinical traits Braak staging, global cognition, CERAD neuropathological category (and, by extension, NIA-Reagan score). Importantly, this inflammatory module is not enriched for the DEGs by either Aβ42 alone or TREM2^WT^/TYROBP alone, suggesting interactions between Aβ42 and TREM2^WT^/TYROBP at the level of gene expression.

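All salmon genes listed in Table S4b for any Aβ42 comparison (26 genes) were scored together. With control at 0 ± 0.06, the mean was -0.19 ± 0.01 in TREM2 WT/TYROBP, -0.10 ± 0.02 in Aβ42 and -0.28 ± 0.06 in Aβ42/TREM2 WT/TYROBP flies (n = 3 each). For TREM2 R47H/TYROBP and Aβ42/TREM2 R47H/TYROBP flies it was -0.16 ± 0.04 and -0.23 ± 0.06. No interaction with either TREM2 form passed an adjusted p of 0.05, over all genes or over the list alone, and 1 gene did so unadjusted for each. Their medians were 0.02 and 0.01, as far from 0 as in 39 and 52 of 100 regroupings. Downregulated genes of the list numbered 3 in TREM2 WT/TYROBP, 3 in Aβ42 and 10 in Aβ42/TREM2 WT/TYROBP flies. Upregulated was 1 gene in Aβ42 and 1 in Aβ42/TREM2 WT/TYROBP flies. The paper reasons that the module was enriched in the combination and in neither single genotype, and proposes from this an interaction at the level of gene expression. In these values the list was lower than control in both singles and in the combination by about their sum, and more of its genes passed the DEG threshold there. Enrichment itself was not computed again.

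**Figure D2:**
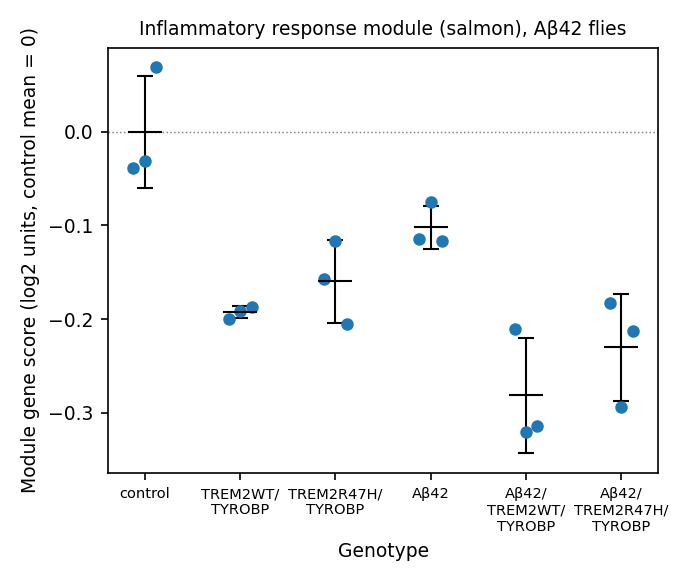
Mean of the 26 listed salmon module genes in each elav library (points), in log2 units with the control mean at 0, with the mean and SD of each genotype (bar). The TREM2 WT/TYROBP libraries lie near -0.19 and the Aβ42/TREM2 WT/TYROBP libraries near -0.28.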

When gene expression levels were compared between Aβ42/TREM2/TYROBP and Aβ42 alone, the downregulated genes in Aβ42/TREM2^WT^/TYROBP were enriched in the “inflammatory response” module (salmon; corrected FET *p* = 0.015, 3.5-fold), while downregulated genes in Aβ42/TREM2^R47H^/TYROBP were enriched in the same “inflammatory response” module (salmon; corrected FET *p* = 5 × 10^−4^, 3.4-fold) and a “locomotion” module (yellow; ranked number 9; corrected FET *p* = 0.034, 1.9-fold).

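Measured against Aβ42 flies, 3 of 10 (-0.09) listed salmon genes were downregulated in Aβ42/TREM2 WT/TYROBP and 6 of 14 (-0.11) in Aβ42/TREM2 R47H/TYROBP flies, with median log2 fold changes in brackets. Of the listed “locomotion” genes (yellow) in Aβ42/TREM2 R47H/TYROBP flies 15 of 25 (-0.31) were. In TREM2 R47H/TYROBP flies against control 6 of those 25 were downregulated already, at a median of -0.24, and their median interaction was -0.05.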

In summary, for both TREM2^WT^/TYROBP and TREM2^R47H^/TYROBP, interaction with Aβ42 affected the “inflammatory response” pathway in flies. This is an interesting observation since neuroinflammation is implicated as a significant contributor to AD pathogenesis and is also consistent with the proposed anti-inflammatory consequences of TREM2 signaling in human microglia.

To test if the enrichment of synaptic transmission and inflammatory response modules was biased by the conserveness of these two pathways between fly and human, we analyzed the enrichment of known GO categories (based on the MSigDB gene sets) in the human orthologs of fly genes. As shown in Additional file 6: Table S5, the mostly enriched gene sets are big pathways including cytoplasm, metabolic process, nucleus, organelle part, and macromolecular complex, which account for 14.6%, 12.2%, 10%, 8.8%, and 7.2% of the 10,938 high confidence human orthologous genes (DIOPT score > 1; http://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl) accordingly, with FDR adjusted FET *p* value < 1.2E-58. In contrast, the immune system genes only account for < 1.1% of the orthologs and were not enriched (FET *p* value ≥ 0.54), while synaptic transmission accounted for 1.0% of the orthologs and was marginally enriched (FET *p* value = 0.004). Thus, it is unlikely that the significant correlation with the inflammatory and synaptic modules in fly signatures were caused by an artifact of overrepresentation of these pathways in the fly-human orthologous genes.

In summary, since Aβ42 accumulation, TREM2/TYROBP activation, altered inflammatory response, and synaptic dysfunctions are all implicated in early phases of AD pathogenesis, Aβ42/TREM2/TYROBP flies may recapitulate some molecular signatures relevant to early stages of AD.

### Molecular pathways affected by neuronal expression of tau do not overlap with those affected by glial expression of TREM2/TYROBP in fly brains

In the pathogenesis of AD, abnormal accumulation and toxicity of tau is believed to play a critical role in neurodegeneration. Thus, identification of molecular signatures induced by simultaneous activation of TREM2/TYROBP axis and accumulation of tau may provide important information underlying neurodegenerative process in AD.

We first compared molecular pathways affected by neuronal expression of tau and those affected by glial expression of TREM2/TYROBP in fly heads. 

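The tau experiment has 17 libraries with the photoreceptor driver GMR-GAL4, 3 for each of control, TREM2 WT/TYROBP, TREM2 R47H/TYROBP, tau/TREM2 WT/TYROBP and tau/TREM2 R47H/TYROBP flies and 2 for tau alone. The model was the same as for the elav libraries, and each genotype was again compared with the GMR control. RIN ran from 5.6 to 7.5 and differed between genotypes (6.8 to 6.9 in control, 5.6 to 6.4 in tau/TREM2 WT/TYROBP flies), so the RIN term weighs more here, and the authors' adjustment acted on the same libraries. In simulated data with 3 libraries against 2, 67% of genes changed by 1 on the log2 scale were called. Although the paper reports male flies, all 17 libraries held less roX1 RNA and more yolk protein RNA (Yp1) than every elav library, a pattern of female flies. A score of 15 germline and ovary genes also varied between libraries of the same genotype (-1.95 to 1.11 in tau/TREM2 R47H/TYROBP flies) and was high in all 3 TREM2 WT/TYROBP libraries (1.06 to 1.40). Genes of these kinds, and Y-linked genes, which were low in every tau library, are therefore not read as effects of the transgenes.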

We performed RNA sequence analyses and characterized gene expression signatures using an established fly model of human tau toxicity [70] in which expression of human tau causes progressive degeneration of photoreceptor neurons in the retina [71]. Expression of tau in photoreceptor neurons using GMR-GAL4 driver upregulated 384 genes and downregulated 418 genes in the heads compared to control flies (Additional file 1: Figure S3A and Additional file 2: Table S1). 

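Tau alone (n = 2) gave 351 upregulated and 409 downregulated genes against control (n = 3), 760 in all, with a median absolute log2 fold change of 0.48. There were 3163 genes with an unadjusted p under 0.05, and 667 DEGs separated completely. Without the RIN covariate 486 DEGs were called. The chorion gene Cp36 (FBgn0000359, X from 8479319 to 8480523) rose most (4.03, standard error 0.91, adjusted p = 0.00522) and the Y-linked Su(Ste):CR42430 (FBgn0259861, Y from 916438 to 917820) fell most, from 1.30 ± 0.35 to -6.92 ± 0.80. Cp36 has few or no reads in both genotypes and Su(Ste):CR42430 in tau flies, and each belongs to a kind that also follows the sex or stock of the flies.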

The upregulated DEGs in tau fly heads were associated with “endosome transport via multivesicular body sorting pathway,” “ESCRT III complex,” and “vacuolar transport” (Additional file 1: Figure S3B and Additional file 7: Table S6). In contrast, downregulated DEGs in tau fly heads were significantly enriched in “rhabdomere” and “striated muscle thin filament” (Additional file 1: Figure S3B and Additional file 7: Table S6).

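Genes of the terms in Table S6 rose by little in tau flies. “Endosome transport via multivesicular body sorting pathway” had 7 of 8 genes (median log2 fold change 0.32) upregulated, with AnxB9 at 0.50 (FBgn0000083, 3R from 21065241 to 21070917, 8.49 ± 0.03, n = 2, against 7.99 ± 0.07, n = 3, adjusted p = 2.7e-07) and CG7192 at 0.38. “ESCRT III complex” and “vacuolar transport” each had 4 of 4 genes (median log2 fold change 0.29). Among them were Vps2 (0.34, standard error 0.07), shrb (0.30, standard error 0.07) and CHMP2B (0.28, standard error 0.08), all 3 of which lost their call without the RIN covariate.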

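All 7 listed “rhabdomere” genes were downregulated by tau (median log2 fold change -0.51). They include Cpn (-0.92, FBgn0261714, 3R from 12162887 to 12166186, 6.04 ± 0.14, n = 2, against 6.96 ± 0.12, n = 3, adjusted p = 5.21e-06), inaF-B (-0.66) and the rhodopsin gene ninaE (-0.53, adjusted p = 5.6e-08), whose change became 0.02 under quantile normalization. “Striated muscle thin filament” had 3 of 3 genes (median log2 fold change -0.37), namely DAAM (-0.49), up (-0.37) and Chd64 (-0.28).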

We also analyzed gene expression changes caused by pan-glial expression of TREM2^WT^/TYROBP or TREM2^R47H^/TYROBP in the same genetic background carrying the GMR-GAL4 driver. Glial expression of TREM2^WT^/TYROBP upregulated 448 genes and downregulated 306 genes while TREM2^R47H^/TYROBP upregulated 475 genes and downregulated 426 genes (Additional file 1: Figure S3A and Additional file 2: Table S1). 

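In the GMR libraries (n = 3 each) TREM2 WT/TYROBP gave 358 upregulated and 312 downregulated genes (670 DEGs, 3068 genes with an unadjusted p under 0.05) and TREM2 R47H/TYROBP 404 and 419 (823 DEGs, 3498 unadjusted, 307 and 536 with each library centred on its median). Median absolute log2 fold changes were 0.60 and 0.51, and 611 and 665 DEGs separated completely. The largest changes in TREM2 WT/TYROBP were dhd (FBgn0011761, X from 5312171 to 5313125, 6.23, standard error 1.64), a germline gene, and CG12164 (-6.88), which fell in the elav libraries too. In TREM2 R47H/TYROBP they were CG15510 (8.60, from few or no reads) and CG12164 (-5.60). With a score of 15 ovary and germline genes as a further covariate, TREM2 WT/TYROBP had 256 upregulated and 213 downregulated genes and TREM2 R47H/TYROBP 341 and 348. Shared with the elav libraries in the same direction were 95 upregulated and 102 downregulated TREM2 WT/TYROBP DEGs and 127 and 138 TREM2 R47H/TYROBP DEGs. The effect of TREM2 WT/TYROBP itself differed between driver backgrounds in 260 genes and that of TREM2 R47H/TYROBP in 67 (adjusted p under 0.05), where sex, stock and driver are not told apart.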

There were 29–52 genes common between tau DEGs and TREM2/TYROBP DEGs (Additional file 1: Figure S3C, corrected *p* value ≤ 10^−10^, ≥ 3.9-fold). However, we observed no pathway that was enriched in both DEG signatures (Additional file 1: Figure S3B and Additional file 7: Table S6).

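Tau and TREM2 WT/TYROBP had 40 upregulated (4.55-fold over chance, one-sided Fisher's exact p = 8.03e-16) and 28 downregulated DEGs (3.13-fold, exact p = 9.29e-08) in common, and tau and TREM2 R47H/TYROBP 45 (4.53-fold, exact p = 1.21e-17) and 50 (4.17-fold, exact p = 6.01e-18). Of all shared DEGs 53.5% and 63.3% changed the same way. With the TREM2 WT/TYROBP DEGs of the elav libraries, which share no control library with them, tau had 24 upregulated and 25 downregulated genes in common (21 and 30 in opposite directions), and with the TREM2 R47H/TYROBP DEGs 15 and 23 (33 and 29). The 7 rhabdomere genes had median log2 fold changes of 0.02 in TREM2 WT/TYROBP and -0.02 in TREM2 R47H/TYROBP flies, and the 8 endosome transport genes 0.08 and 0.14. For TREM2 WT/TYROBP most listed upregulated terms held germline genes, such as “germ cell development” (4 of 8 called) and “P granule” (4 of 7), which the ovary RNA of the GMR libraries may bring in. Among downregulated genes the chitin-based cuticle term had 16 of 16 (-1.25) in TREM2 WT/TYROBP and 15 of 15 (-1.24) in TREM2 R47H/TYROBP flies.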

Taken together, these results suggest that molecular signatures induced by expression of tau are dissimilar to those induced by TREM2/TYROBP in fly heads at the functional pathway level.

### Glial expression of TREM2/TYROBP exacerbated tau-mediated neurodegeneration

Next, we examined the effects of glial expression of TREM2/TYROBP on gene expression signatures as well as neurodegenerative phenotypes induced by tau expression. In order to achieve expression of tau in photoreceptor neurons and expression of the TREM2/TYROBP complex in glial cells simultaneously, we utilized two tissue-specific transgenes expression systems in *Drosophila* (Additional file 1: Figure S4A).

Expression of human tau in photoreceptor neurons causes progressive neurodegeneration in the lamina [71], the first synaptic neuropil of the optic lobe containing photoreceptor axons and abundant glial cells [72]. We observed that pan-glial expression of both TREM2^WT^/TYROBP and TREM2^R47H^/TYROBP significantly exacerbated this neurodegeneration, while pan-glial expression of TREM2/TYROBP alone (i.e. in the absence of neuronal tau expression) did not show neurodegeneration (Fig. 6a). We also examined whether glial expression of TREM2/TYROBP increased the levels of tau and/or tau phosphorylated at AD-related sites. Western blot analyses with pan-tau or phospho-tau specific antibodies did not detect significant increase in either tau levels or phosphorylation status of tau by glial expression of TREM2/TYROBP (Fig. 6b). These results suggest that glial expression of TREM2/TYROBP exacerbates tau-mediated neurodegeneration without affecting tau accumulation or phosphorylation status, consistent with recent report using TREM2 deficiency mice [73].

**Fig. 6:**
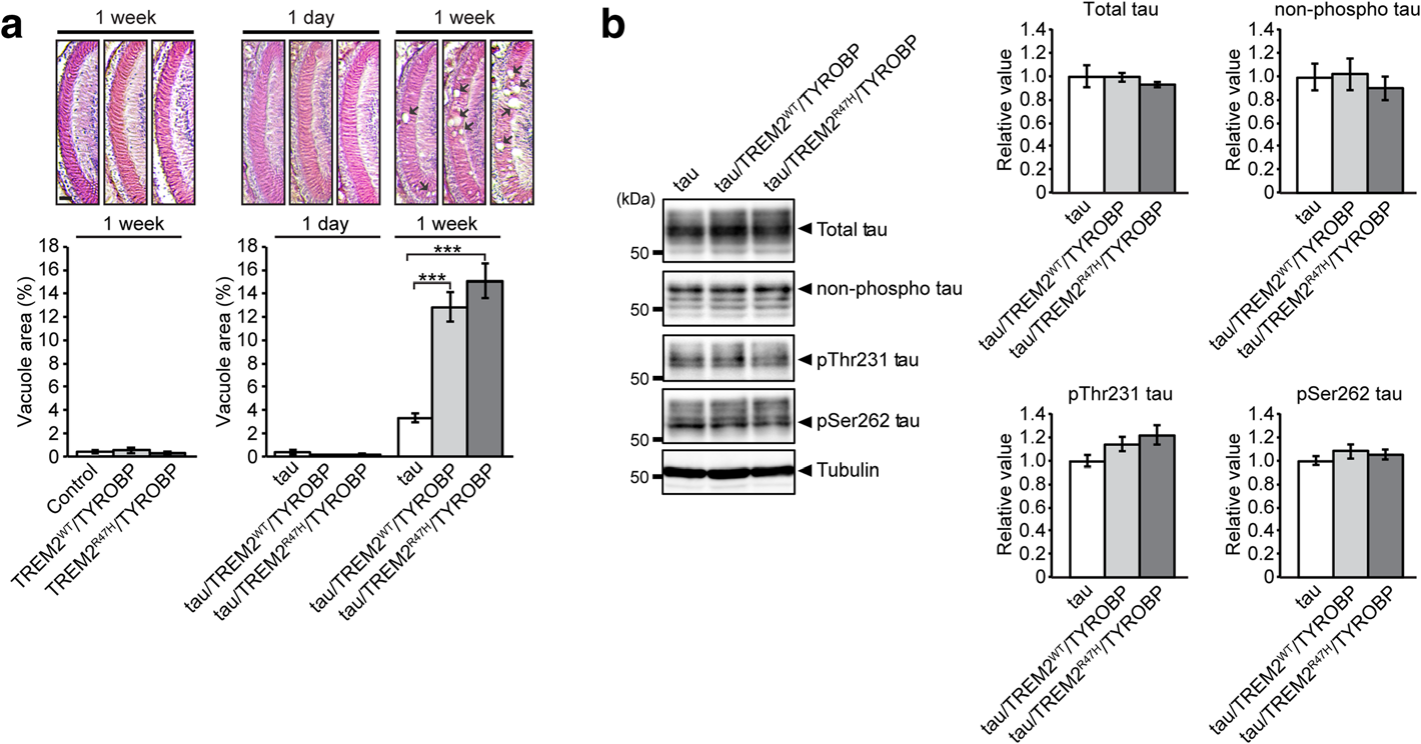
Glial expression of TREM2/TYROBP exacerbated tau-mediated neurodegeneration without altering tau phosphorylation levels. **a** *Top:* The lamina of control flies carrying drivers alone (control), flies with glial expression of TREM2^WT^/TYROBP alone (TREM2^WT^/TYROBP), flies with glial expression of TREM2^R47H^/TYROBP alone (TREM2^R47H^/TYROBP), flies expressing tau alone (tau), expression of tau and glial expression of TREM2^WT^/TYROBP (Tau/TREM2^WT^/TYROBP), and expression of tau and glial expression of TREM2^R47H^/TYROBP (tau/TREM2^R47H^/TYROBP). Flies are 1 day or 1 week after eclosion. *Bottom:* Quantification of neurodegeneration. Mean ± SEM, *n* = 12–18 hemispheres. ***p < 0.001, Student’s *t*-test. **b** Western blot analysis of fly head lysates with antibody against total tau and an antibody that recognizes tau without phosphorylation at Ser194, 195, 198, and 202 (non-phospho Tau), tau phosphorylated at Thr231 (pThr231 Tau), and tau phosphorylated at Ser262 (pSer262 Tau). Tubulin was used as a loading control. Representative blots are shown in the *left* and quantification in the *right*. Mean ± SEM, *n* = 4. Genotypes of flies are described in Additional file 2: Table S1

### Analysis of the gene regulatory network in AD brains revealed that tau and TREM2/TYROBP synergistically downregulated genes overrepresented in the modules related to immune systems associated with AD pathogenesis

We generated RNA-seq data from tau/TREM2^WT^/TYROBP and tau/TREM2^R47H^/TYROBP flies and identified gene expression signatures in comparison with control flies. 

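For tau/TREM2 WT/TYROBP flies 354 genes were upregulated and 460 downregulated against the GMR control (814 DEGs, 2914 genes with an unadjusted p under 0.05), and for tau/TREM2 R47H/TYROBP flies 552 and 583 (1135 DEGs, 3972 unadjusted), with n = 3 each. Median absolute log2 fold changes were 0.55 and 0.53, and 687 and 1095 DEGs separated completely. With tau alone tau/TREM2 WT/TYROBP shared 150 upregulated and 200 downregulated genes, and tau/TREM2 R47H/TYROBP 169 and 226. CG11349 (FBgn0035550, 3L from 4473068 to 4475095, 6.66) and CG15510 (8.45) rose most, and the Y-linked Su(Ste):CR42430 fell most in both (-7.24 and -7.72), each from or to few or no reads. Neither single genotype had a call for 236 of the tau/TREM2 WT/TYROBP and 422 of the tau/TREM2 R47H/TYROBP DEGs, of which 170 and 332 had the same sign in both singles.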

Expression of tau/TREM2^WT^/TYROBP upregulated 377 genes and downregulated 476 genes, while expression of tau/TREM2^R47H^/TYROBP upregulated 596 genes and downregulated 601 genes (Additional file 1: Figure S4B and Additional file 2: Table S1).

Most of the pathways enriched in these DEGs (Additional file 1: Figure S4C and Additional file 8: Table S7) were the same as those detected in either TREM2/TYROBP alone or tau alone (Additional file 1: Figure S3B and Additional file 7: Table S6). However, we observed that “proteolysis” and “UDP-glycosyltransferase activity” were uniquely enriched in the DEGs downregulated by tau/TREM2^WT^/TYROBP and tau/TREM2^R47H^/TYROBP, respectively (Additional file 1: Figure S3B and Additional file 8: Table S7). 

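Under “proteolysis” 31 of 32 genes (median log2 fold change -0.48) were downregulated in tau/TREM2 WT/TYROBP flies, of which 13 were also downregulated by TREM2 WT/TYROBP alone and 7 by tau alone. Ance-2 (FBgn0032535, 2L from 13909333 to 13911719) fell most (-5.37, standard error 0.76, adjusted p = 2.65e-05), followed by CG4017 (-4.85) and CG18735 (-3.69). The fall of Ance-2 was not particular to this genotype. It fell by 6.27 in tau/TREM2 R47H/TYROBP against tau flies and by 5.82 in Aβ42/TREM2 WT/TYROBP against Aβ42 flies. The levels reached there (-4.98 and -4.96) stood for few or no reads. Another fly gene of the ACE family, Ance (FBgn0012037, 2L from 13905645 to 13909212), was unchanged in tau/TREM2 WT/TYROBP flies (5.26 ± 0.03 against 5.26 ± 0.07, adjusted p = 0.999) and rose by 0.28 with tau alone. With TREM2 WT/TYROBP alone Ance was lower than control, at 5.05 ± 0.06. All 5 listed UDP-glycosyltransferase genes were downregulated in tau/TREM2 R47H/TYROBP flies (median -0.60), with Ugt37a1 at -1.47 (FBgn0026756, 2L from 20372409 to 20374083, -1.45 ± 0.65 against 0.02 ± 0.08, adjusted p = 0.000356) and Ugt37b1 at -1.44. With tau alone 2 of the 5 were downregulated, at a median of -0.68, and in tau/TREM2 WT/TYROBP flies 3, and enrichment of the term was not computed again.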

The “proteolysis” pathway contains proteases including angiotensin-converting enzyme (ACE), which have been associated with AD [74], and UDP-glycosyltransferases, enzymes associated with oligodendrocyte myelination, disruption of which has been implicated in neurodegeneration in AD [12].

To further explore the relevance of the gene expression signatures in tau, TREM2^WT^/TYROBP, TREM2^R47H^/TYROBP, tau/TREM2^WT^/TYROBP, and tau/TREM2^R47H^/TYROBP flies to AD, we investigated their association with the 111 co-expressed gene modules derived from co-regulation analyses of brain gene expression in the HBTRC AD and controls [11]. The enrichment analysis shows that no module was enriched for tau DEG signature. Moreover, neither the TREM2^WT^/TYROBP nor the TREM2^R47H^/TYROBP DEG signature showed significant enrichment in any of the HBTRC modules.

By contrast, the downregulated DEG signatures in tau/TREM2^WT^/TYROBP and tau/TREM2^R47H^/TYROBP were enriched in the “cadherin” module (corrected FET *p* = 0.035, 1.6-fold; Fig. 7a, Additional file 9: Table S8a) and the “extracellular region” module (corrected FET *p* = 0.023, 2.0-fold; Fig. 7a, Additional file 9: Table S8a), respectively. Since these two modules are predicted to be highly associated with AD pathology [11], our data suggest pathological interactions between tau and TREM2/TYROBP at the level of gene expression in flies.

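Of the 51 listed “cadherin” genes (blue) 33 were downregulated and 5 upregulated in tau/TREM2 WT/TYROBP flies (median log2 fold change -0.33), where tau alone had 20 downregulated and TREM2 WT/TYROBP alone 9. The “extracellular region” list (tan) had 19 of 26 downregulated and 4 upregulated in tau/TREM2 R47H/TYROBP flies (-0.32), against 8 with tau alone and 8 with TREM2 R47H/TYROBP alone. Median interactions of the 2 lists were 0.01 and 0.05, and no gene of either had an adjusted p under 0.05 for its interaction. Over all genes tau interacted with TREM2 WT/TYROBP in 51 genes (29 positive, 22 negative, 2076 at an unadjusted p under 0.05) and with TREM2 R47H/TYROBP in 25 (18 positive, 7 negative, 1524 unadjusted), resting on 2 tau libraries. With only the GMR libraries modelled there were 6 and 8. None of the tau/TREM2 WT/TYROBP and tau/TREM2 R47H/TYROBP DEGs that were called in neither single genotype was among them. The paper reasons that modules absent from the singles but enriched in the combinations, and linked to AD pathology in humans, point to an interaction, and proposes pathological interactions between tau and TREM2/TYROBP. In these lists the combined falls were near the sum of the single ones.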

**Fig. 7:**
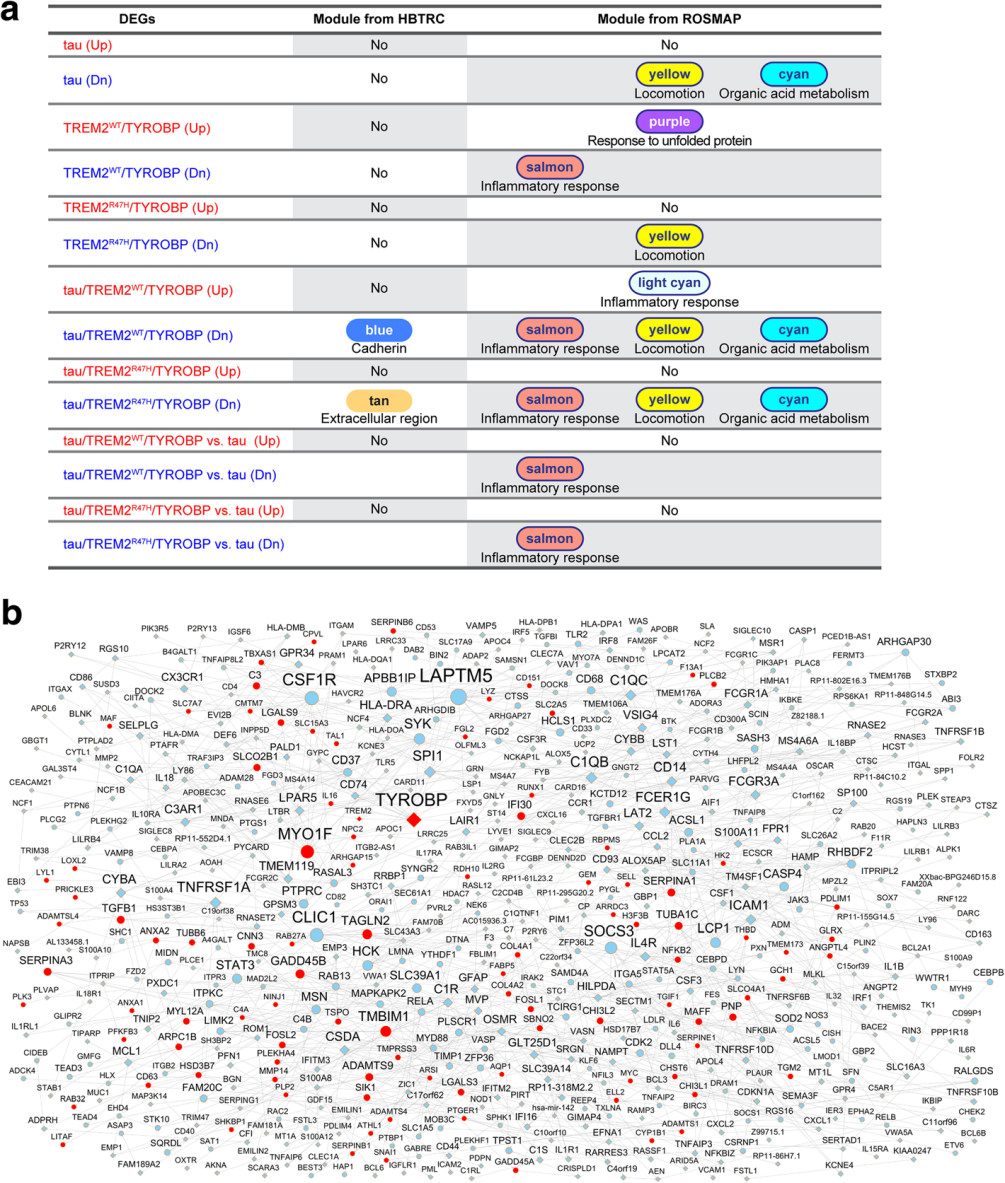
Gene regulatory network analysis of gene expression signatures in tau/TREM2/TYROBP flies with human AD WGCNA. **a** Overlap between HBTRC or ROSMAP human AD WGCNA co-expression network modules and DEGs identified in (Additional file 1: Figures S3A and S4B). **b** Causal regulatory network of the genes from two inflammatory response modules “salmon” and “lightcyan” identified from the ROSMAP human AD WGCNA co-expression network. DEGs in at least one of the present fly transgenic models are denoted by *red color*, otherwise by *cyan color*. Genes having fly orthologs are in *eclipse shape*, otherwise in *diamond shape*. Node size is proportional to the number of downstream genes. Genotypes of flies are described in Additional file 2: Table S1

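Module lists of Table S8b were counted for the tau combinations. In tau/TREM2 WT/TYROBP flies 9 of 15 (-0.29) salmon, 18 of 30 (-0.38) yellow and 10 of 16 (-0.32) cyan genes were downregulated, with median log2 fold changes in brackets. In tau/TREM2 R47H/TYROBP flies they were 11 of 19 (-0.30), 22 of 32 (-0.32) and 11 of 18 (-0.30). Tep2 and Spn88Ea are printed in the table as upregulated and as downregulated genes, and neither was a DEG in tau/TREM2 R47H/TYROBP flies (Tep2 -0.09, Spn88Ea 0.17).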

In the co-expression network from ROSMAP, the DEGs downregulated by tau/TREM2^WT^/TYROBP and tau/TREM2^R47H^/TYROBP significantly overlapped with three modules (Fig. 7a, Additional file 9: Table S8b): the “inflammatory response” module (salmon; ranked number 7) (corrected FET *p* = 9.0 × 10^−4^, 3.3-fold and corrected FET *p* = 3.7 × 10^−4^, 3.0-fold, respectively); “locomotion” (yellow; ranked number 9) (corrected FET *p* = 4.4 × 10^−3^, 2.1-fold and corrected FET *p* = 0.04, 1.7-fold, respectively); and “organic acid metabolism” (cyan; ranked number 24) (corrected FET *p* = 5.7 × 10^−3^, 3.1-fold and corrected FET *p* = 0.02, 2.5-fold, respectively). These three modules also significantly overlapped with the Aβ42-related DEG signatures, as described above (Fig. 5a). 

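With tau alone (n = 2) the yellow list had 18 of 29 genes (median log2 fold change -0.32) downregulated and the cyan list 8 of 15 (-0.33). TREM2 WT/TYROBP alone had 7 of 12 (-0.41) salmon genes downregulated in the GMR libraries. Set against tau alone, 5 of 9 (-0.45) listed salmon genes were downregulated in tau/TREM2 WT/TYROBP and 5 of 11 (-0.24) in tau/TREM2 R47H/TYROBP flies.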

The “locomotion” and “organic acid metabolism” modules were also enriched for DEGs downregulated by expression of tau alone (corrected FET *p* = 0.01, 2.0-fold and corrected FET *p* = 0.02, 2.8-fold, respectively), while the “inflammatory response” module salmon was enriched in the DEGs downregulated by expression of TREM2^WT^/TYROBP alone (corrected FET *p* = 4.1 × 10^−5^, 4.9-fold). The “inflammatory response” module (or the salmon module, ranked number 7) was also enriched in the DEGs from downregulated by tau/TREM2^WT^/TYROBP in comparison with tau (corrected FET *p* = 0.01, 3.6-fold), or by tau/TREM2^R47H^/TYROBP in comparison with tau (corrected FET *p* = 0.006, 3.4-fold). In the ROSMAP data (Additional file 10: Table S9), this salmon module had three members downregulated in AD brains, including *GADD45A*, *FABP5*, and *BAALC-AS1*, the first two of which were also downregulated in the present tau/TREM2^WT^/TYROBP and tau/TREM2^R47H^/ TYROBP flies (FET *p* = 9.2 × 10^−5^, 14.7-fold), consistent with the existence of substantial network consistency when human data and fly data are compared.

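The fly orthologs of GADD45A and FABP5 are Gadd45 (FBgn0033153, chromosome 2R of BDGP6 from 7249161 to 7250655) and fabp (FBgn0037913, 3R from 11559896 to 11567054). Gadd45 fell by 0.52 on the log2 scale in tau/TREM2 WT/TYROBP and by 0.45 in tau/TREM2 R47H/TYROBP flies (3.02 ± 0.05 and 3.09 ± 0.12 against 3.54 ± 0.05 in control, n = 3 each, adjusted p = 0.00596 and 0.00431). It fell further with TREM2 WT/TYROBP (-0.97) or TREM2 R47H/TYROBP (-0.61) alone, but was above control with tau alone (3.77 ± 0.01, n = 2). Gadd45 lies close to CG12164 (2R from 7311395), which fell most with TREM2 WT/TYROBP (-6.88) and TREM2 R47H/TYROBP (-5.60) alone. Linked differences between fly stocks therefore cannot be told from effects of the transgenes for Gadd45. The change of fabp was -0.39 and -0.38 (adjusted p = 0.00103 and 0.000235), and -0.52 with tau alone. With TREM2 WT/TYROBP or TREM2 R47H/TYROBP alone fabp was not lower (8.14 ± 0.19 and 8.29 ± 0.07 against 8.06 ± 0.06 in control). Scored together with control at 0, the 22 salmon genes listed for any tau comparison were at -0.26 ± 0.03 in TREM2 WT/TYROBP, -0.08 ± 0.02 in tau (n = 2) and -0.27 ± 0.02 in tau/TREM2 WT/TYROBP flies, and at -0.19 ± 0.04 in TREM2 R47H/TYROBP and -0.31 ± 0.02 in tau/TREM2 R47H/TYROBP flies. No interaction passed over all genes, where 5 and 3 did unadjusted, and over the list alone 1 (negative) and 0 did. The median interaction was 0.09 with TREM2 WT/TYROBP, with 19 genes positive and 3 negative, as where the fall in the combination is smaller than the sum, and -0.04 with TREM2 R47H/TYROBP, with 9 positive and 13 negative.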

Of particular interest, the DEGs upregulated by tau/TREM2^WT^/TYROBP were enriched for another “inflammatory response” module (lightcyan; ranked number 8; corrected FET *p* = 0.04, 2.9-fold) in the ROSMAP network. This lightcyan module contained five AD GWAS loci, including *CD33*, *INPP5D*, *MS4A4A*/*MS4A6A*, *RIN3*, and *TREM2* (Additional file 10: Table S9). Moreover, *TYROBP* was a member of this ROSMAP lightcyan module. This module was not enriched with DEGs upregulated by either tau alone or TREM2^WT^/TYROBP alone, suggesting that genetic interactions between tau and TREM2^WT^/TYROBP may induce this gene expression signature. Moreover, significant enrichment was not observed with the DEG signatures in tau/TREM2^R47H^/TYROBP flies, suggesting that the TREM2^R47H^ variant may have weaker impact on this module than does TREM2^WT^.

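Of the 11 lightcyan genes listed for tau/TREM2 WT/TYROBP flies, 4 were upregulated (median log2 fold change 0.10), with spok at 0.80 (FBgn0086917, 3R from 3322810 to 3354486, 0.26 ± 0.10 against -0.54 ± 0.46, n = 3 each, adjusted p = 0.0204). In tau/TREM2 WT/TYROBP flies 7 of the 11 were above control and 4 below, and 8 had an unadjusted p under 0.05 in either direction. Tau alone had 3 upregulated (4 at an unadjusted p under 0.05, either way) and TREM2 WT/TYROBP alone 0 (3 at an unadjusted p under 0.05, either way). The list score was 0.19 ± 0.06 in tau/TREM2 WT/TYROBP, 0.13 ± 0.02 in tau (n = 2) and 0.03 ± 0.04 in TREM2 WT/TYROBP flies, where the control libraries alone had an SD of 0.13. The median interaction was 0.04, and none of the 11 passed an adjusted p of 0.05 over all genes (1 unadjusted, and 1, negative, over the list alone).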

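In tau/TREM2 R47H/TYROBP flies 3 of the 11 lightcyan genes were upregulated, against 4 in tau/TREM2 WT/TYROBP flies, and the list score was 0.15 ± 0.03. Their median log2 fold change was 0.17 against 0.10 in tau/TREM2 WT/TYROBP flies, with 8 against 7 genes above control. A direct comparison of tau/TREM2 R47H/TYROBP with tau/TREM2 WT/TYROBP flies called 0 of the 11 (2 at an unadjusted p under 0.05), with a median difference of 0.04, so the data do not decide whether the change was weaker with the variant. Over all genes that comparison had 161 upregulated and 134 downregulated genes (295 DEGs).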

Taken together, these results revealed that different components of the immune response system were either activated or inhibited by the tau/TREM2/TYROBP pathway. 

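The paper reasons from a module that was downregulated (salmon) and another that was upregulated (lightcyan), and concludes that parts of the immune response were inhibited and activated by tau with TREM2/TYROBP. Salmon scores were below control with either TREM2 form, with or without tau, but the genes were listed from the authors' calls on these libraries, which favours a fall. Every GMR genotype with TREM2/TYROBP had 6 or more of the 22 genes downregulated, and tau alone 5. The lightcyan score was 0.19 ± 0.06 in tau/TREM2 WT/TYROBP and 0.15 ± 0.03 in tau/TREM2 R47H/TYROBP flies, while control libraries had an SD of 0.13. A rise of the list as a whole is therefore not firm. In each combination 8 of the 11 genes had an unadjusted p under 0.05, but this count takes in falls. Below control were 4 genes in tau/TREM2 WT/TYROBP and 3 in tau/TREM2 R47H/TYROBP flies. The genes were also listed from the authors' upregulated calls in tau/TREM2 WT/TYROBP flies, which favours small p values there.

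**Figure D3:**
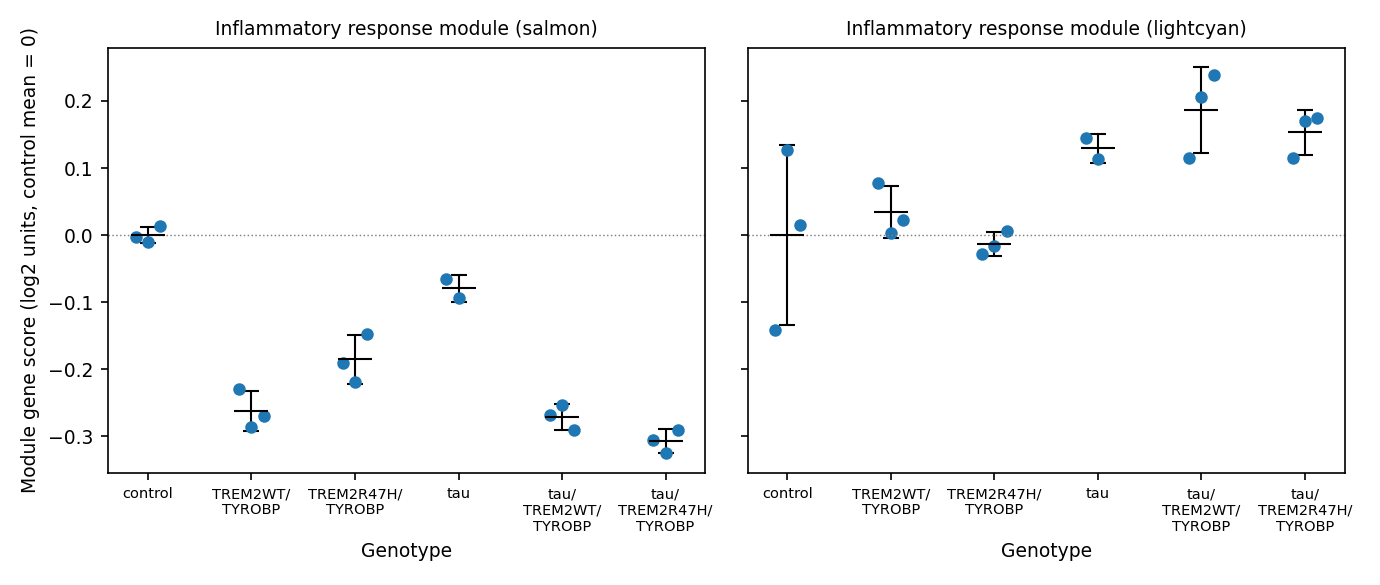
Mean of the listed salmon (22) and lightcyan (11) genes in each GMR library (points), in log2 units with the control mean at 0, with the mean and SD of each genotype (bar). Tau alone has 2 points, and the salmon points of tau/TREM2 R47H/TYROBP flies lie near -0.31.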

Since both the salmon and lightcyan modules were highly ranked for their predicted relationship to AD pathology, the present results highlighted the importance of inflammatory response subnetworks as potential targets for disease intervention.

As shown in Additional file 1: Figure S5, the salmon and lightcyan modules in the ROSMAP network were adjacent to each other in the cluster dendrogram, indicating that the two inflammatory response modules were highly related in the human data, even though they were regulated differently in tau/TREM2/TYROBP flies. Therefore, our fly models provide valuable biological insights into the human data that were not otherwise evident. To investigate the causal regulatory relationships among the inflammatory response module genes, we combined the genes from the two inflammatory response modules and overlaid the combined gene set onto a Bayesian causal network constructed from the ROSMAP data by using an approach described in our previous study [11]. Figure 7b shows the network structure of the 604 inflammatory response genes of which 270 genes have fly orthologs. Over one-third (96) of the 270 fly orthologs were differentially expressed in at least one of the fly transgenic models analyzed here, resulting in a 1.3-fold enrichment (*p* value = 2.5 × 10^−4^). *TYROBP* was highlighted as a key regulator for controlling a large number of downstream genes in this inflammatory response network: 17, 36, and 79 genes were in the immediate first, second, and third layer downstream of TYROBP, respectively. Therefore, the causal network analysis further validated the causal role of TYROBP and informed other novel key regulators, which modulate the inflammatory response pathways, such as, *LAPTM5*, *MYO1F*, *CLIC1*, and *CSF1R*, which were highlighted by a large node size in Fig. 7b.

## Discussion

There is an increasing appreciation that immunological mechanisms play important roles in AD pathogenesis, as evidenced by the identification of a number of genes expressed in immune cells of the central nervous system (CNS) carrying genetic variants associated with increased risk for late-onset AD, including *CD33* [75], *TREM2* [14, 15], and *CR1* [76]. Thus, dysregulation of immune response genes and/or pathways are believed to be key factors in the cause and/or progression of AD. The present transcriptomic analysis indicated an overlap between glial expression of TREM2/TYROBP and neuronal expression of Aβ42. FEA of the DEGs suggested a strong overlap of the common pathways regulated by TREM2^WT^/TYROBP and by Aβ42. More than half of the pathways detected in Aβ42 DEGs were also detected in TREM2^WT^/TYROBP DEGs with the same or opposite regulation direction (Fig. 3b). In addition, more than half of the pathways regulated by Aβ42 disappeared by glial expression of TREM2^WT^/TYROBP (Additional file 1: Figure S2D), suggesting that the changes in the TREM2^WT^/TYROBP signaling pathway might represent a defense reaction to Aβ42 toxicity. This is consistent with the proposed role of TREM2 as a component of the microglial reaction to Aβ-related pathology [18–20].

In order to identify potential modules associated with AD pathogenesis, we overlaid DEGs onto two independent human AD co-expression networks, one from the HBTRC AD cohort and the other from the ROSMAP AD cohort. Synaptic transmission modules from the HBTRC network and inflammatory response modules from the ROSMAP network were among the most interesting subnetworks enriched with different sets of DEGs (Fig. 5a). Different modules emerged from the two networks, possibly due to differences in the distribution of AD severity within each cohort. The ROSMAP cohort contains normal individuals, and patients with mild cognitive impairment (MCI) to mild to moderate stages of dementia with very few individuals with advanced dementia [41, 42], while the HBTRC AD cohort samples were concentrated in more advanced stages of the disease (CDR 3.0 and higher [11]).

When TREM2/TYROBP is expressed in glial cells, three out of the five ROSMAP modules enriched with the DEGs identified from fly models of tau toxicity were also enriched with the DEGs detected from fly models of Aβ42 toxicity (Figs. 5a and 7a). This suggests that changes in these pathways maybe part of the pathological interaction between Aβ and tau toxicity and therefore may have implications for elucidation of the pathogenesis of early phases of AD. In turn, identification of molecules that play roles in early phases of AD may point to novel sites of intervention where progression of AD may be slowed or arrested.

We also found that, while the “inflammatory response” module salmon was enriched in downregulated DEGs from both Aβ42/TREM2^WT^/TYROBP and tau/TREM2^WT^/TYROBP genotypes, the “inflammatory response” lightcyan module was enriched in upregulated DEGs from the tau/TREM2^WT^/TYROBP genotype (Fig. 7a). Activation of this subnetwork of the inflammatory response pathway may represent an event linked to late stages of AD characterized by tau toxicity and upregulation of TREM2/TYROBP signaling. Interestingly, the lightcyan module was not detected in the tau/TREM2^R47H^/TYROBP genotype, suggesting that the pathogenic R47H variant may have a negative impact on activating this inflammatory response. The finding has significant implication for selectively and differentially targeting subnetworks of inflammatory response for potential therapeutic intervention. The lightcyan module contained *TYROBP*, as well as several AD GWAS gene loci, including *CD33, INPP5D, MS4A4A/MS4A6A, RIN3, and TREM2*. In addition, this module was highly enriched for various AD signatures and hence was the top ranked module in relation to AD pathology among all ROSMAP modules. Taken together, these results highlighted the lightcyan module as an interesting target for potential disease intervention from both genetic and the molecular pathway perspectives.

Innate immune response is a conserved biological process that multicellular organisms use for their defense against pathogens and toxic stimuli. In AD brains, there is a sustained increase in innate immune activity. In fruit fly, immune response relies on combined action of both cellular processes, such as the phagocytosis of invading microbials, and humoral immune responses, such as the secretion of antimicrobial peptides (AMPs) into the hemolymph [77]. NF-κB signaling pathways play paramount roles in modulating humoral immune response. We noted that DEGs in the present Aβ or Tau flies with or without TREM2/TYROBP showed a significant overlap with the fly Rel/NF-κB perturbation signatures induced by *Rel* mutation or *Rel* overexpression in Pal *et al*. [78] (Additional file 11: Table S10a). In addition, we found that *Rel* signatures were enriched for the immune response modules in both HBTRC and ROSMAP data (Additional file 11: Table S10b). For example, the *Rel* overexpression genes were enriched for the “yellow” (response to biotic stimulus) module in the HBTRC dataset (2.5-fold, BH adjusted FET *p* value 0.035) and the “salmon” (inflammatory response) module in the ROSMAP dataset (6.4-fold, BH adjusted FET *p* value 0.001). This suggests that fly is a promising model for studying the NF-κB-controlled immune signaling pathways that are implicated in the Aβ or tau pathologies of AD.

Besides the impact on the immune response modules, we systematically examined the impact of the *TREM2*^*R47H*^ variant on neuronal expression of Aβ42 or tau. Overall, the gene expression changes induced by *TREM2*^*R47H*^ were similar to those induced by *TREM2*^*WT*^ in terms of GO function and co-expression network enrichment under conditions with or without Aβ42 or tau. However, we noted a significant enrichment for the synaptic transmission modules with downregulated DEGs in Aβ42/TREM2^R47H^/TYROBP flies, but not with Aβ42/TREM2^WT^/TYROBP flies (Fig. 5a and Additional file 5: Table S4a), suggesting a potential role of R47H variant involved in dysregulation of neuronal activities. Direct comparison of mRNA levels between *TREM2*^*R47H*^ and *TREM2*^*WT*^ under various genotype configurations revealed several consistent GO categories, including upregulation of “odorant binding,” “extracellular region,” “defense response,” and “response to pheromone,” downregulation of “phosphatidate phosphatase activity.” Among these categories, “extracellular region” was consistently identified to differ except under the tau expression background. “Extracellular region” is of particular interest because the R47H variant is located in the extracellular region of TREM2 protein. It is postulated that the amino acid change by this mutation interferes the normal biological function of TREM2, such as the binding to its ligands, its receptor function and its processing by proteases, leading to impaired biological pathways implicated in the pathogenesis of AD [79]. In addition, “defense response” contains Toll-4, a fly ortholog of mammalian TLR7, suggesting that TREM2 R47H variant may have distinct impact on Toll-like receptor singling. We anticipate that the gene signatures and pathways identified in this study will be a starting point for a complete identification of the exact molecular mechanisms underlying how risk for AD is specified by *TREM2*^*R47H*^.

## Conclusions

In summary, we constructed novel transgenic fly models of AD in order to study the genetic interactions between glial expression of TREM2/TYROBP and the neuronal expression of Aβ42 or tau, the two hallmark proteins for the characterization of AD neuropathology. Using these novel transgenic fly models of AD, we also investigated the impact of a TREM2 pathogenic R47H variant (rs75932628), for which the observed effect size has been estimated to be comparable to that of the *APOE ε4* allele [15]. To the best of our knowledge, we are the first to systematically analyze phenotypic and genome-wide gene expression changes associated with overexpression of the WT and R47H mutant type TREM2/TYROBP and their interaction with Aβ42- or tau-related pathobiology *in vivo*. A recent work reports that R47H mutation impairs TREM2-mediated microglial response to Aβ pathology [34], while our results demonstrate that *TREM2*^*R47H*^ is capable of promoting tau-mediated neurodegeneration. The comprehensive pathological and molecular data generated through this study strongly validate the causal role of *TREM2/TYROBP* in driving molecular networks in AD and AD-related phenotypes in flies and also provides insight into the role of R47H variant TREM2 in AD pathogenesis.

## Additional files

Additional file 1: **Figure S1.** No significant alteration in either the gross morphology of brain structures or the number of neuronal and glial cells was observed in TREM2/TYROBP flies. **Figure S2.** Molecular pathways affected by neuronal expression of Aβ42 and glial expression of TREM2/TYROBP. **Figure S3.** Molecular pathways affected by tau do not overlap with those affected by glial TREM2/TYROBP. **Figure S4.** Gene expression signatures in tau/TREM2/TYROBP flies. **Figure S5.** Heatmap showing the topological overlapping matrix (TOM) from weighted gene co-expression network analysis. **Table S11.** Primer sequences for RT-PCR and qRT-PCR.

Additional file 2: **Table S1.** Differentially expressed genes identified from different comparisons under FDR ≤ 0.05 and absolute log2 fold change ≥ 1.2.

Additional file 3: **Table S2.** Functional enrichment of DEGs identified in TREM2^WT^/TYROBP, TREM2^R47H^/TYROBP, and Aß42 files.

Additional file 4: **Table S3.** Functional enrichment of DEGs identified in Aβ42, Aβ42/TREM2^WT^/TYROBP, and Aβ42/TREM2^R47H^/TYROBP files.

Additional file 5: **Table S4a.** Overlap between HBTRC human AD co-expression network modules and DEGs identified in Aβ42, Aβ42/TREM2^WT^/TYROBP. **Table S4b.** Overlap between ROSMAP human AD co-expression network modules and DEGs identified in Aβ42, Aβ42/TREM2^WT^/TYROBP.

Additional file 6: **Table S5.** Overlap between MSigDB gene ontology/pathway gene sets and fly-human conserved genes.

Additional file 7: **Table S6.** Functional enrichment of DEGs identified in TREM2^WT^/TYROBP, TREM2^R47H^/TYROBP, and Tau files.

Additional file 8: **Table S7.** Functional enrichment of DEGs identified in Tau/TREM2^WT^/TYROBP, Tau/TREM2^R47H^/TYROBP files.

Additional file 9: **Table S8a.** Overlap between HBTRC human AD co-expression network modules and DEGs identified in Tau/TREM2^WT^/TYROBP and Tau/TREM2^R47H^/TYROBP files. **Table S8b.** Overlap between ROSMAP human AD co-expression network modules and DEGs identified in Tau, Tau/TREM2^WT^/TYROBP, and Tau/TREM2^R47H^/TYROBP files.

Additional file 10: **Table S9** Module membership from weighted gene co-expression network analysis for ROSMAP gene expression data.

Additional file 11: **Table S10a.** Overlap between fly Rel mutation or overexpression signatures and DEGs in Aβ and Tau flies. **Table S10b.** Overlap between fly Rel mutation or Rel overexpression signatures and human AD network modules.

How the deposited data were processed for this re-analysis (not part of the article)

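RNA from fly heads was measured in 35 libraries of 12 genotypes, 18 with the driver elav-GAL4 (control, TREM2 WT/TYROBP, TREM2 R47H/TYROBP, Aβ42, Aβ42/TREM2 WT/TYROBP and Aβ42/TREM2 R47H/TYROBP, 3 libraries each) and 17 with GMR-GAL4 (control, TREM2 WT/TYROBP, TREM2 R47H/TYROBP, tau, tau/TREM2 WT/TYROBP and tau/TREM2 R47H/TYROBP, 3 each except 2 for tau). The deposited table holds log2 values that the authors made from featureCounts read counts: CPM, normalized between libraries by TMM and adjusted for RIN. It has 14279 genes of BDGP6 with their length, after the authors' filter of 5 reads in at least 1 library. Alignment, counting, filtering and TMM were not repeated, since the work started from this table, which holds neither reads nor counts. No library of the table was left out, and genotypes were read from the column names together with the sample records.

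Over all 35 libraries together no deposited value changed with RIN (largest slope 2.99e-14), while within genotypes the median absolute slope was 0.10 per RIN unit. An adjustment of that form removes part of any difference between genotypes with different RIN. The model therefore held the 12 genotypes and RIN, which gives the differences at equal RIN whatever slope was taken out before. It was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 22 residual and 1.05 prior degrees of freedom. Each comparison was a contrast of genotype coefficients, p values were moderated t statistics of limma, and adjusted p values are Benjamini-Hochberg over the 14279 genes. DEGs had an adjusted p under 0.05 and a fold change above 1.2. Interactions (the TREM2/TYROBP effect with Aβ42 or tau less the effect without) and differences of a TREM2/TYROBP effect between driver backgrounds used the adjusted p alone. For module lists fixed from the supplementary tables the p was also adjusted over the list alone. Overlaps of DEG lists were tested with a one-sided Fisher's exact test against the 14279 genes, and the fold over chance is the observed over the expected number.

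Enrichment for GO terms and human network modules was not computed again, because neither the annotation used by the authors nor the networks were at hand. Instead the fly genes that Tables S2, S3, S6 and S7 print for 171 term lists and Tables S4 and S8 for 29 module lists with a corrected p under 0.05 were looked up, 935 of 937 of which are in the table. List scores are the mean over the genes of a list of the log2 value at equal RIN less its control mean. Plots were drawn with matplotlib 3.10.9 in python 3.11.15 (numpy 2.4.6, pandas 2.3.3).

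Depth per library is unknown, because CPM values do not carry it. Between libraries of equal RIN the steps of the smallest values give depth ratios of 1.17 to 2.64, and the back-transformed values sum to 0.911 to 2.03 times a CPM total. Precision is therefore given by the spread between libraries alone. The code was tested on simulated data with the same layout: with 3 libraries against 3, changes of 0.5, 1 and 2 on the log2 scale were recovered in 60%, 73.5% and 84% of genes, with 3 against 2 in 56%, 67% and 86%, and interactions in 45%, 66% and 74.5%. False calls were at most 5.77% of calls, and data without a change gave 0 calls in 18 contrasts.

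Before the data were examined, 12 alternatives and the leaving out of each library in turn were set: no RIN covariate, only the libraries of the same driver, only the 2 genotypes compared, only the 4 genotypes of an interaction, only genes with a mean log2 value of at least 0, 1 added to the linear value before log2, quantile normalization, centring each library on its median, the replicate number as a block with the RIN covariate, eBayes with trend and robust, a log2 fold change above 1 as in the paper's Methods, and no fold change threshold. Their effect is given in the closing section. With the replicate number as a block every count of DEGs stayed within 1.5 times its value. On average residuals of libraries with the same number were not alike (mean correlation 0.00112 in elav and -0.0207 in GMR libraries), so no block was used. In single comparisons the mean ran from -0.19 (tau/TREM2 WT/TYROBP) to 0.27 (tau/TREM2 R47H/TYROBP, both against control), from 3 pairs each. The genes that may be named were also fixed then: fly genes named by the paper, the orthologs listed for GADD45A and FABP5, a list of marker genes, the largest rise and fall of each comparison without overlap between libraries, the largest positive and negative gene of each interaction, the 3 genes with the largest change in each list of the supplement, and the genes a table lists in both directions.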

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

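The tests of the RIN adjustment and of the marker gene yellow were chosen only after the results were seen, and the test with the ovary score was chosen before.

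The effect of TREM2 WT/TYROBP differed between the elav and GMR libraries in 260 genes (147 higher in GMR, 113 lower, adjusted p under 0.05 for the difference itself, 1835 at an unadjusted p under 0.05), and that of TREM2 R47H/TYROBP in 67 (30 higher, 37 lower, 1236 unadjusted). As many genes were found in 1 and 1 of 100 regroupings of the residuals, the real grouping included. The largest differences were CG11854 (3.93) and Cyp304a1 (-3.77) for TREM2 WT/TYROBP and CR44583 (3.77) and CG43165 (-4.43) for TREM2 R47H/TYROBP. In 180 of the 260 and 37 of the 67 genes the effects had opposite signs. Without the RIN covariate there were 139 and 186 genes, but the authors' adjustment is then still in the values, so these counts do not test it. With a score of 15 ovary and germline genes added as a covariate there were 200 and 59, of which 163 and 52 were in the first lists, so varying ovary RNA in the GMR libraries cannot account for most of them. Genes with a mean log2 value under 0 made up 17 and 8. The backgrounds also differ in driver, in the fly stocks and by the markers of sex, and these go together in every library. A dependence of the TREM2/TYROBP effect on the driver background is a hypothesis that may be biological, but it cannot be told apart from RIN, sex or stock.

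The gene yellow (y), which the paper does not discuss, rose by 5.03 on the log2 scale in TREM2 WT/TYROBP flies of the elav libraries (standard error 0.10). It was above every library without TREM2/TYROBP in 24 libraries with it, that is, in all of them (3.63 to 4.44 against -1.71 to 1.21). In the GMR libraries the rise was smaller, 2.65 and 2.95 for TREM2 WT/TYROBP and TREM2 R47H/TYROBP, because y was higher there without the constructs. A marker gene carried by the TREM2/TYROBP constructs or their stocks may be the cause, as a y marker would give the same level in every library with them. A response of the fly's own y gene would give the same values, so no biological explanation was tested. Reads that span the construct would be needed to tell them apart.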

How the results depend on the processing

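The alternatives gave the numbers below for 38 results. The cause was not tested for any of the changes. Up and down calls of single genes kept their direction with 4 exceptions: Yp3 in TREM2 WT/TYROBP flies (0.68 without the RIN covariate), Cyp4d21 between tau/TREM2 R47H/TYROBP and tau/TREM2 WT/TYROBP (-0.41, also without it), Obp99a in Aβ42/TREM2 WT/TYROBP flies (-0.27 with 1 added before log2) and ninaE with tau (0.0231 under quantile normalization). Of 415 calls of a named gene, 55 held under all alternatives run for single genes (no higher fold change threshold among them) and 360 were lost under at least 1, of which 194 only with the 2 genotypes compared modelled alone (below, where every count fell) and 166 also or only under another.

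With 1 added before log2 all 38 counts stayed within 1.5 times the reported one. With genes of a mean log2 value of at least 0 the tau by TREM2 WT/TYROBP interaction rose from 51 to 114 genes, and with trend and robust in eBayes to 129, with the other 37 within 1.5 times. Under quantile normalization the synaptic transmission list had 1 interaction in place of 2, under median centring 1, and the Aβ42 by TREM2 R47H/TYROBP interaction 54 in place of 96. With the replicate block and RIN that list had 0 (3 at an unadjusted p under 0.05), the only change. No scaling moved the median change of all genes by more than 0.04.

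Without the RIN covariate 26 of 38 counts stayed within 1.5 times. Tau had 486 DEGs, GMR TREM2 R47H/TYROBP against TREM2 WT/TYROBP 718 and tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP 515. Interactions numbered 16 and 49 for Aβ42 with TREM2 WT/TYROBP and TREM2 R47H/TYROBP, and 21 and 40 for tau. Differences between driver backgrounds were 139 and 186. Tau shared 38 DEGs with TREM2 WT/TYROBP and 49 with TREM2 R47H/TYROBP, and the synaptic list had 0 interactions (5 unadjusted).

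With only the libraries of the same driver, all of the 33 counts that were above 0 were lower, 18 of them by more than 1.5 times. In elav these were 164 for TREM2 WT/TYROBP, 103 for TREM2 R47H/TYROBP, 581 for Aβ42/TREM2 WT/TYROBP, 273 for Aβ42/TREM2 WT/TYROBP against Aβ42 and 134 for Aβ42/TREM2 R47H/TYROBP against Aβ42/TREM2 WT/TYROBP. In GMR they were 396 for TREM2 WT/TYROBP, 443 for TREM2 R47H/TYROBP, 103 for TREM2 R47H/TYROBP against TREM2 WT/TYROBP and 143 for tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP. Interactions were 13 for Aβ42 with TREM2 R47H/TYROBP, 6 for tau with TREM2 WT/TYROBP and 8 for tau with TREM2 R47H/TYROBP, and the synaptic list had 0 (5 unadjusted). Overlaps were 66 (TREM2 WT/TYROBP and TREM2 R47H/TYROBP), 45 (Aβ42 and TREM2 WT/TYROBP), 13 (Aβ42 and TREM2 R47H/TYROBP), 38 (tau and TREM2 WT/TYROBP) and 44 (tau and TREM2 R47H/TYROBP).

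With only the 2 genotypes compared, every count of DEGs fell. In elav there were 2 for TREM2 WT/TYROBP, 0 for TREM2 R47H/TYROBP (1102 at an unadjusted p under 0.05), 46 for Aβ42, 7 for Aβ42/TREM2 WT/TYROBP, 199 for Aβ42/TREM2 R47H/TYROBP, 6 for TREM2 R47H/TYROBP against TREM2 WT/TYROBP, 5 for Aβ42/TREM2 WT/TYROBP against Aβ42, 84 for Aβ42/TREM2 R47H/TYROBP against Aβ42 and 0 for Aβ42/TREM2 R47H/TYROBP against Aβ42/TREM2 WT/TYROBP (1101 unadjusted). In GMR there were 124 for TREM2 WT/TYROBP, 8 for TREM2 R47H/TYROBP, 0 for tau (2017 unadjusted), 11 for tau/TREM2 WT/TYROBP, 187 for tau/TREM2 R47H/TYROBP, 0 for TREM2 R47H/TYROBP against TREM2 WT/TYROBP (1045), 0 for tau/TREM2 WT/TYROBP against tau (1435), 0 for tau/TREM2 R47H/TYROBP against tau (1487) and 0 for tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP (1542). Such a fit has 6 libraries or fewer. With only the 4 genotypes of an interaction there were 3 and 3 genes for Aβ42 and 2 and 0 (942 unadjusted) for tau, and 0 in the synaptic list (6 unadjusted).

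A log2 fold change above 1 gave 137 (TREM2 WT/TYROBP), 139 (TREM2 R47H/TYROBP), 154 (Aβ42), 279 (Aβ42/TREM2 WT/TYROBP), 327 (Aβ42/TREM2 R47H/TYROBP), 77 (TREM2 R47H/TYROBP against TREM2 WT/TYROBP), 122 and 204 (Aβ42/TREM2 WT/TYROBP and Aβ42/TREM2 R47H/TYROBP against Aβ42) and 69 (Aβ42/TREM2 R47H/TYROBP against Aβ42/TREM2 WT/TYROBP) DEGs in elav. In GMR it gave 209 (TREM2 WT/TYROBP), 194 (TREM2 R47H/TYROBP), 145 (tau), 212 (tau/TREM2 WT/TYROBP), 273 (tau/TREM2 R47H/TYROBP), 85 (TREM2 R47H/TYROBP against TREM2 WT/TYROBP), 118 and 124 (tau/TREM2 WT/TYROBP and tau/TREM2 R47H/TYROBP against tau) and 77 (tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP). Overlaps were 63, 10 and 6 in elav (TREM2 WT/TYROBP with TREM2 R47H/TYROBP, Aβ42 with each), 10 and 12 for tau with each, and 48 (TREM2 WT/TYROBP), 67 (TREM2 R47H/TYROBP) and 38 (elav TREM2 WT/TYROBP with GMR TREM2 R47H/TYROBP) between drivers. Without a fold change threshold the counts in that order were 985, 1063, 1694, 2198, 2701, 427, 755, 1815 and 362 in elav. In GMR they were 1110, 1398, 1318, 1270 and 2266 against control, 749 for tau/TREM2 R47H/TYROBP against tau and 460 against tau/TREM2 WT/TYROBP. Overlaps were 441, 243, 142, 168 and 198, and 410 and 285 between drivers (both TREM2 R47H/TYROBP, and elav TREM2 WT/TYROBP with GMR TREM2 R47H/TYROBP). Every overlap stayed above chance in the alternatives run for it. The smallest fold was 1.86, for Aβ42 and TREM2 R47H/TYROBP without a fold change threshold, and the largest exact p was 0.0283, for tau and TREM2 WT/TYROBP with a log2 fold change above 1.

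Leaving out each library in turn gave 395 to 696 DEGs for elav TREM2 R47H/TYROBP, 176 to 384 for elav TREM2 R47H/TYROBP against TREM2 WT/TYROBP, 293 to 446 for Aβ42/TREM2 WT/TYROBP against Aβ42, 144 to 226 for Aβ42/TREM2 R47H/TYROBP against Aβ42/TREM2 WT/TYROBP, 128 to 279 for GMR TREM2 R47H/TYROBP against TREM2 WT/TYROBP and 152 to 324 for tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP. Interactions ran from 18 to 34 and 46 to 156 for Aβ42, and from 22 to 100 and 20 to 51 for tau. Driver differences ran from 159 to 233 and 36 to 107, and overlaps from 193 to 286 (TREM2 WT/TYROBP and TREM2 R47H/TYROBP), 48 to 93 (Aβ42 and TREM2 R47H/TYROBP) and 58 to 122 (tau and TREM2 R47H/TYROBP). The synaptic list had 0 to 2. Where a tau library was left out 1 remained, so only directions were compared, and all 760, 455 and 497 DEGs and 51 and 25 interaction genes kept their sign.

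Quantile normalization and median centring each shifted the share of upregulated or positive genes by more than 10 points in several counts. There were 11 such pairs of a setting and a count of DEGs, interactions or driver differences. The widest were the TREM2 WT/TYROBP driver difference (67 higher, 164 lower, -27.5 under centring, and -17.5 under quantile normalization), the tau by TREM2 WT/TYROBP interaction (53 and 14, +22.2) and the Aβ42 by TREM2 R47H/TYROBP interaction (33 and 21, -16.0), where centring was used. For elav TREM2 WT/TYROBP quantile normalization gave 266 up and 277 down (+11.8). Centring gave 495 up and 375 down for Aβ42, 373 and 531 for Aβ42/TREM2 R47H/TYROBP against Aβ42, 307 and 536 for GMR TREM2 R47H/TYROBP, 8 and 23 for the Aβ42 by TREM2 WT/TYROBP interaction and 17 and 40 for the TREM2 R47H/TYROBP driver difference (20 and 40 under quantile normalization). With only the elav libraries there were 87 up and 77 down for TREM2 WT/TYROBP, 59 and 44 for TREM2 R47H/TYROBP and 309 and 272 for Aβ42/TREM2 WT/TYROBP. The tau by TREM2 WT/TYROBP interaction had more negative than positive genes with 1 added before log2 (30 and 41), with genes of a mean log2 value of at least 0 (51 and 63) and with trend and robust (57 and 72). Which direction is in excess thus depends on these settings for several results.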

Differences from the paper's values

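The smallest fold over chance for the overlap of Aβ42 and TREM2 R47H/TYROBP DEGs was 3.33, against the paper's 7. Of the alternatives set before the data were examined, the log2 fold change above 1, which is the threshold of the paper's Methods, gave 7.40, which is within the paper's fold, but from 3 upregulated and 3 downregulated shared genes (exact p = 0.00774 and 0.00464), far from the p that the paper gives with it. The smallest absolute log2 fold change in the supplied part of Table S1 is 0.263. The other alternatives did not reach the paper's fold, with 3.19 without the RIN covariate, 3.07 with the same driver only, 3.05 with genes of a mean log2 value of at least 0, 2.73 with 1 added before log2, 3.29 under quantile normalization, 2.67 under median centring, 3.55 with the replicate block and RIN, 3.46 with trend and robust, 1.86 without a fold change threshold, and 2.39 to 4.34 when libraries were left out in turn.

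Of 26 gene counts compared, 25 were lower than the paper's and 1 was higher, with ratios of 0.799 to 1.02, and none differed by more than 1.5 times. The genes that could be read from Table S1 had the same sign here (612 of 612 for TREM2 WT/TYROBP, 654 of 654 for TREM2 R47H/TYROBP, 302 of 302 for TREM2 R47H/TYROBP against TREM2 WT/TYROBP and 429 of 429 for Aβ42), and 533, 582, 250 and 425 of them were called. For Aβ42 these are part of the list, where the supplied table ends, and the combinations and the GMR libraries were not compared gene by gene.

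The paper names Toll-4 among the genes upregulated in TREM2 R47H/TYROBP compared with TREM2 WT/TYROBP flies. Here its log2 fold change was 0.62 with an adjusted p of 0.121, so it was not called, and no alternative called it (adjusted p 0.0552 to 0.399).

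Among the genes with the largest change in the lists of Table S2 some were not called. For TREM2 WT/TYROBP these were CG10814 (1.97, adjusted p = 0.0947, range 0.0359 to 0.867, called without the RIN covariate), Cyp313a5 (1.46, called with 1 added before log2), TotM (1.95, called under none), Muc96D (-1.66, called without RIN, with 1 added and with trend and robust), bt (-0.35, called with genes of a mean log2 value of at least 0) and Strn-Mlck (-0.29, called under 5 of the fits, among them that without RIN). For TREM2 R47H/TYROBP against TREM2 WT/TYROBP they were Drs (1.84, called with genes of a mean log2 value of at least 0, with 1 added and without 1 of the TREM2 R47H/TYROBP libraries) and Sr-CIV (1.48, called without 1 of the TREM2 WT/TYROBP libraries). For Aβ42 it was Cyp4g1 (2.85, called with genes of a mean log2 value of at least 0).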

Other observations

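The tests of RIN slopes, of roX and yolk protein RNA, of Y-linked genes, of Hsp70 sequences, of separate loci on chromosome 3R, of lists from different drivers and of clock genes were chosen only after the result was seen.

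The deposited values hold no RIN slope over all libraries but do within genotypes. A RIN slope fitted over all libraries without the genotypes, taken out by the authors, may explain this: across genes the slope within genotypes followed the difference between GMR and elav libraries with r = 0.860. RIN differs between the drivers, so with no slope over all libraries such a relation is expected in any case, and the value is no separate evidence. Values compared between drivers without a RIN term may therefore carry such an adjustment.

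All 17 GMR libraries had roX1 below and Yp1 above every elav library (roX1 3.62 to 8.52 against 10.6 to 12.3, Yp1 7.64 to 17.7 against -0.76 to 6.06). The paper states that male flies were used. Female flies in the GMR libraries are a candidate explanation. The RIN adjustment cannot account for it, since the count was again 17 with the slope taken out. The strain labels point the same way: in those of the elav flies the chromosome with Repo-LexA stands over Y, and in those of the GMR flies Repo-LexA stands over +, which only females carry if it lies on the X chromosome there too. Y-linked genes do not decide. Their mean was below every elav library in 8 of the GMR libraries, and the range of the others overlapped that of the elav libraries, with kl-3 and kl-5 lower in GMR libraries without tau than in elav libraries (-3.71 against -1.73 and -5.65 against -3.53), and kl-2 (-3.63 against -5.35) and the Su(Ste) repeats higher. No other biological explanation was tested.

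The 8 GMR libraries with the lowest Y-linked mean are those with tau. The mean of 15 Y-linked genes was -6.51 to -5.54 in them, -3.53 to -2.35 in the other GMR libraries and -4.97 to -3.15 in elav libraries. A difference between fly stocks, such as another Y chromosome or another share of male flies in the tau cross, may cause this, and it cannot be told apart from an effect of tau, since tau and its stock go together.

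Germline and ovary genes rose in GMR TREM2 WT/TYROBP flies, with large changes such as dhd (6.23). The score of 15 such genes varied within GMR genotypes with a mean SD of 1.19, above all of 10000 expression-matched random lists (percentile 100, median SD 0.115). Ovary RNA that varies between GMR libraries may thus take part, but in the 2 genotypes compared the score was even within each and apart between them (-1.57 to -1.38 in control and 1.06 to 1.40 in TREM2 WT/TYROBP libraries), so such variation is not seen in this comparison itself. In the elav background 1 of 3 TREM2 WT/TYROBP libraries had a score above every control library, which cannot decide, because those flies are male by label and by roX1. An effect of TREM2 WT/TYROBP on ovary RNA therefore cannot be told apart from a difference in ovary content of another cause. With the score as a covariate GMR TREM2 WT/TYROBP had 256 upregulated and 213 downregulated genes, of which 188 and 183 were in the lists without it.

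Hsp70Bb rose in every genotype with a transgene. In 3 comparisons with control (elav TREM2 WT/TYROBP, Aβ42 and tau) the other 5 Hsp70 genes rose in 1 of 15 combinations of gene and comparison. There 8 other heat shock genes rose in 1 of 24 and fell in 2. Both rises were in Aβ42 flies, Hsp70Ba by 3.02 (adjusted p = 0.00881) and a heat shock gene by 0.44. Sequence of hsp70 in the transgene constructs may be the source of the reads. A general heat shock response is unlikely by the same values in these 3 comparisons, least clearly with Aβ42. Tau and Aβ42 lie in constructs of another kind than TREM2 and TYROBP, and the construct sequences were not at hand.

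Genes that differ between TREM2 R47H/TYROBP and TREM2 WT/TYROBP in the elav libraries include 16 within 1 Mb of chromosome 3R (25 to 26 Mb, 3.22 expected, 12 of them up). Differences between the fly stocks in linked DNA may cause such a group. Circular shifts of the calls gave a group as large in a share of 0.313, which cannot decide, because a shift keeps neighbours together, a limit seen only after that value. With neighbours within 50 kb counted as 1 locus, the most loci in 1 Mb were 6, at 20 Mb of 3R and not in the group above, and random lists had as many in a share of 0.502, so chance placement of neighbouring genes remains for the elav libraries. For tau/TREM2 R47H/TYROBP against tau/TREM2 WT/TYROBP, however, 8 loci lay in 1 Mb at 19 Mb of 2R, which random lists reached in a share of 0.015 (0.902 and 0.398 for the other 2 comparisons of the forms). In the GMR libraries 12 of the 16 were DEGs in the same direction, so they are not chance calls of the elav libraries. The 5 phosphatidate phosphatase genes and 5 of 9 odorant binding genes lie within 1 Mb each (chosen after their values were seen).

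The lists of TREM2 WT/TYROBP and TREM2 R47H/TYROBP share control libraries, which adds to their overlap. Between lists from different drivers, which share none, the smallest fold over chance was 10.0, so shared control libraries cannot account for the whole overlap. Interactions ran against the single effects in 22 of 34, 52 of 96, 39 of 51 and 13 of 25 genes. Noise of the shared control libraries may explain part of this, since it enters the single effects and the interaction with opposite sign. Across genes the 4 interactions, in that order, followed the TREM2/TYROBP effect of the same libraries with rho = -0.484, -0.424, -0.598 and -0.627, and that of the other driver, which shares no library, with -0.020, 0.085, -0.201 and -0.087. For tau by TREM2 WT/TYROBP part of the relation is thus left without shared libraries (the RIN slope is still fitted over all of them), so the test does not decide for all 4.

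Other groupings of the libraries gave as many DEGs in 1 of 4 splits of the 6 libraries for each of the 15 comparisons of 3 libraries with 3, that is, only in the real one. Only splits that part all same-numbered pairs were used, since the replicate-block fits keep the numbers apart (mean correlation of same-numbered libraries 0.00112 in elav), and 4 splits cannot give a share under 0.05. For interactions, 3 (TREM2 WT/TYROBP) and 2 (TREM2 R47H/TYROBP) of 100 regroupings of the residuals gave as many genes as the elav data. For the lists the median interaction was as far from 0 in 74 (synaptic transmission, TREM2 R47H/TYROBP), 39 (salmon, TREM2 WT/TYROBP) and 52 (salmon, TREM2 R47H/TYROBP) of 100. The lists come from the authors' calls on the same libraries, and only their medians were regrouped, so this says nothing of single genes, of which 2 of the synaptic transmission list had an adjusted p under 0.05. Comparisons with tau alone have 2 libraries and were not regrouped.

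Downregulated genes of Aβ42/TREM2 R47H/TYROBP flies were long (median 1781 against 1643 bases in expression-matched random lists, percentile 99.8), and upregulated genes short (1529, percentile 0.77). Gene length may therefore take part in the fall of long neuronal genes. Across genes the rank correlation of the change with length was weak in this combination (-0.12). It was -0.15 in TREM2 R47H/TYROBP, -0.18 in TREM2 WT/TYROBP and 0.17 in Aβ42 flies, so it was not strongest in the combination. RNA quality, library preparation and a true change of long genes cannot be told apart here.

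Of 580 module-list genes of Tables S4 and S8, 213 were not DEGs in the stated direction. For 177 of them (83.1%) the human ortholog has another fly gene that is, so 1 fly gene printed per human ortholog may explain most. Genes with a stated direction in these tables are thus not always the genes that changed.

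The largest difference of a clock score between genotypes of the same driver was 0.288, and the scores of the 2 phases lay on opposite sides of 0 except in elav TREM2 WT/TYROBP (-0.04 and -0.04), GMR tau (-0.01 and -0.08) and GMR control libraries (0.00 and 0.05). Elsewhere they lay apart by small amounts (-0.14 and 0.06 in GMR TREM2 R47H/TYROBP, 0.15 and -0.06 in tau/TREM2 WT/TYROBP, -0.07 and 0.04 in elav control, 0.06 and -0.03 in Aβ42/TREM2 R47H/TYROBP libraries). Time of day of collection may differ between genotypes, which these scores do not settle, and its part in the DEGs is not known. Antimicrobial peptide scores and the sums of the libraries differ too: GMR TREM2 WT/TYROBP replicate 1 has the highest sum of back-transformed values, 18.8% of it from Yp3, and 2 elav control libraries have raised yolk protein RNA (score 1.94 ± 2.11), which makes yolk protein genes appear downregulated in other elav genotypes.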
